# Peptide-conjugated oligonucleotides evoke long-lasting myotonic dystrophy correction in patient-derived cells and mice

**DOI:** 10.1172/JCI128205

**Published:** 2019-09-30

**Authors:** Arnaud F. Klein, Miguel A. Varela, Ludovic Arandel, Ashling Holland, Naira Naouar, Andrey Arzumanov, David Seoane, Lucile Revillod, Guillaume Bassez, Arnaud Ferry, Dominic Jauvin, Genevieve Gourdon, Jack Puymirat, Michael J. Gait, Denis Furling, Matthew J.A. Wood

**Keywords:** Therapeutics, Genetic diseases, Muscle

## Abstract

Antisense oligonucleotides (ASOs) targeting pathologic RNAs have shown promising therapeutic corrections for many genetic diseases including myotonic dystrophy (DM1). Thus, ASO strategies for DM1 can abolish the toxic RNA gain-of-function mechanism caused by nucleus-retained mutant *DMPK* (DM1 protein kinase) transcripts containing CUG expansions (CUGexps). However, systemic use of ASOs for this muscular disease remains challenging due to poor drug distribution to skeletal muscle. To overcome this limitation, we test an arginine-rich Pip6a cell-penetrating peptide and show that Pip6a-conjugated morpholino phosphorodiamidate oligomer (PMO) dramatically enhanced ASO delivery into striated muscles of DM1 mice following systemic administration in comparison with unconjugated PMO and other ASO strategies. Thus, low-dose treatment with Pip6a-PMO-CAG targeting pathologic expansions is sufficient to reverse both splicing defects and myotonia in DM1 mice and normalizes the overall disease transcriptome. Moreover, treated DM1 patient–derived muscle cells showed that Pip6a-PMO-CAG specifically targets mutant *CUGexp-DMPK* transcripts to abrogate the detrimental sequestration of MBNL1 splicing factor by nuclear RNA foci and consequently MBNL1 functional loss, responsible for splicing defects and muscle dysfunction. Our results demonstrate that Pip6a-PMO-CAG induces long-lasting correction with high efficacy of DM1-associated phenotypes at both molecular and functional levels, and strongly support the use of advanced peptide conjugates for systemic corrective therapy in DM1.

## Introduction

Myotonic dystrophy (DM1), one of the most common muscular dystrophies in adults (1), is an RNA-dominant disorder caused by the expression of expanded microsatellite repeats located in the 3′ untranslated region (UTR) of the DM1 protein kinase (*DMPK*) gene (2–4). Mutant transcripts containing an expanded CUG tract are retained within the nucleus as discrete foci (5, 6). Due to their high affinity for CUG expansions (CUGexps), RNA binding factors from the MBNL family are sequestered within the CUGexp-RNA foci, leading to their functional loss (7), which is a central pathophysiologic mechanism in DM1 (8). Thus, altered splicing regulatory activity of MBNL1 in striated muscles results in many alternative splicing misregulations, including those in *CLCN1*, *INSR*, *BIN1*, *DMD*, and *SCN5A* pre-mRNAs that have been associated respectively with myotonia, insulin resistance, muscle weakness, dystrophic process, and cardiac conduction defects, all symptoms of DM1 (9–14).

Given that the toxic RNA gain-of-function mechanism in DM1 is driven by a pathologic CUGexp tract within *DMPK* mRNAs, therapeutic approaches using modified antisense oligonucleotides (ASOs) aimed at either degrading CUGexp transcripts using RNase H–active ASOs (15–17) or releasing sequestered MBNL1 from CUGexp-containing RNAs using RNase H–inactive CAG*n* ASOs (1–20) have demonstrated efficient reversal of DM1-associated phenotypes. However, unlike other muscle diseases like Duchenne muscular dystrophy (DMD), the integrity of the skeletal muscle fiber membrane is not compromised in DM1, resulting in poor penetration of naked phosphorodiamidate oligomer–ASOs (PMO-ASOs) or 2′-O-methyl–ASOs (21). Backbone modifications led to the design of more potent chemistries, including 2′-O-methoxyethyl or 2′-4′–constrained ethyl–modified residues that enhanced ASO delivery and consequently therapeutic efficacy in skeletal muscles of DM1 mice (15, 17). This approach has been tested in a human clinical trial (NCT02312011); however, systemic administration of the selected naked ASO did not achieve sufficient concentrations in skeletal muscle of patients to have marked clinical benefits. Therefore, tissue uptake remains a major challenge for ASO therapies in DM1.

Among strategies to improve delivery of ASOs in DM1 skeletal muscles, cell-penetrating peptide conjugates offer an attractive avenue (22–24). Indeed, systemic administration of advanced Pip6a peptides conjugated with splice-switch oligonucleotides has shown promising results in DMD mice by restoring a truncated but functional dystrophin (25). Pip6a is a cell-penetrating peptide composed of a hydrophobic core region flanked on each side by arginine-rich domains containing β-alanine and aminohexanoyl spacers. This peptide sequence has the ability to deliver associated cargoes across the plasma and endosomal membranes and is stable to serum proteolysis (25). Here, we have investigated the potential of Pip6a conjugates to enhance RNase H–inactive CAG*n*-PMO delivery in skeletal muscles of DM1 mice in order to target nucleus-retained mutant-CUGexp transcripts and inhibit toxicity associated with expanded repeats.

## Results and Discussion

To test whether advanced Pip6a conjugates enhanced ASO delivery and activity in skeletal muscles of DM1 mice following systemic administration, antisense PMOs composed of a CAG7 sequence, either naked (PMO) or conjugated to Pip6a peptide (Pip6a-PMO), were injected into the tail vein of HSA-LR mice. This well-characterized DM1 mouse model expresses 250 CTG repeats in the 3′ UTR of the human skeletal muscle α actin (*HSA*) gene and displays molecular as well as functional DM1-associated abnormalities (26). The skeletal muscle–specific expression of CUGexp RNAs in HSA-LR mice leads to the formation of ribonuclear foci that sequester MBNL1 proteins, resulting in splicing defects and myotonia, as found in DM1 patients (11, 27).

Two weeks after a single injection of a dose of 12.5 mg/kg, mice were sacrificed and the correction of DM1-splicing defects was used as a biomarker of ASO activity. Pip6a-PMO induced a partial but significant correction of several MBNL1-dependent splicing defects (e.g., *Clcn1* exon 7a, *Mbnl1* exon 5, and *Atp2a1* exon 22) in HSA-LR gastrocnemius muscle, whereas no effect was observed with naked PMO at the same dose or even at a much higher dose of 200 mg/kg (Figure 1A). Moreover, 2 and 3 systemic injections of Pip6a-PMO (12.5 mg/kg) led to an almost complete normalization and a full correction, respectively, of DM1-splicing profiles of *Clcn1*, *Mbnl1*, and *Atp2a1* genes in both HSA-LR gastrocnemius and quadriceps muscles (Supplemental Figure 1 and Figure 1B). In contrast, even 3 injections of naked PMO at a high dose of 200 mg/kg did not improve splicing defects. PMO concentration was also quantified in skeletal muscle of HSA-LR mice by a custom ELISA. Results showed PMO concentrations of greater than 1 nM 2 weeks after Pip6a-PMO treatment, whereas mice treated with naked PMO showed low picomolar concentrations, confirming the poor uptake of naked PMO in non–renal tissue (Supplemental Figure 2). Interestingly, systemic administration of Pip6a-PMO in DM1 mice also leads to therapeutic levels of PMO-CAG in heart and diaphragm tissues that are affected in DM1 disease. Despite the fact that restriction of CUGexp expression to the *hACTA1* gene in HSA-LR mice does not allow the assessment of ASO therapy in cardiac tissue, our results strongly suggest that the efficient biodistribution of Pip6a-conjugated PMO into striated muscles could counteract other DM1-related symptoms, including cardiac-conduction defects and respiratory failure, which are the most common causes of death in DM1 patients.

To determine whether Pip6a-PMO treatment can improve muscle function, we evaluated myotonia, a DM1 hallmark characterized by delayed muscle relaxation also detectable in HSA-LR mice. As shown in Figure 1, C and D, Pip6a-PMO treatment completely abolished myotonia in gastrocnemius muscles of HSA-LR mice, which is in agreement with the correction of *Clcn1* exon 7a missplicing responsible for myotonia (28). In contrast, systemic injections of a control Pip6a-PMO composed of a reverse GAC7 sequence (Pip6a-Ctrl) had no effect on either DM1-splicing defects or myotonia in HSA-LR mice (Supplemental Figure 3, A and B). Altogether, these results showed that a low-dose treatment of Pip6a conjugates allows efficient systemic delivery of ASO in skeletal muscle of DM1 mice. Remarkably, optimal beneficial effects at both molecular and functional levels were achieved with a cumulative dose of Pip6a-ASO that is 5 to 10 times lower than either unconjugated or conjugated ASOs previously described and evaluated in the same DM1 mouse model (15, 17, 22, 29).

To examine the overall effect of Pip6a-PMO on the skeletal muscle transcriptome of DM1 mice, we performed deep, paired-end RNA sequencing. 

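RNA was sequenced from the gastrocnemius and the quadriceps of 3 WT mice of the FVB strain, 3 HSA-LR mice and 3 HSA-LR mice treated with Pip6a-PMO, all aged 20 weeks. HSA-LR mice express a human skeletal actin transgene whose transcript carries expanded CUG repeats in muscle. There were 18 libraries, made from polyA-selected RNA with a stranded protocol. Both muscles of a replicate number were taken to come from 1 mouse, which the labels do not state. The paper's text does not name the dose given to the sequenced mice. The authors deposited raw counts of read pairs on exon bins, where a bin is a stretch of exon between the ends of annotated exons. The counts covered 391858 bins of 46725 genes, and a pair that overlapped several bins added 1 count to each of them. In the gastrocnemius, the total per library ranged from 124221612 to 143135976 counts in WT mice (median 138873652), from 115372791 to 123634658 in HSA-LR mice (median 123407312) and from 109483236 to 133700087 in treated mice (median 132041302). In the quadriceps, the ranges were 113931962 to 118065480 (median 116780716), 98916844 to 123686154 (median 118744722) and 114469895 to 130717686 (median 119298136). Every WT gastrocnemius library was deeper than every HSA-LR gastrocnemius library, whereas the ranges of the groups overlapped in the quadriceps. Since exon bins hold fewer counts than genes, counting error weighs most on bins. The 10 largest genes took 25.5% to 34.7% of the counts of a library. The count of a gene was the sum of its bins, and coordinates were taken from GENCODE M21 on GRCm38, whose flattened exons had the deposited number of bins in 41124 of the 41149 genes listed under the same version. Groups were compared within each muscle with edgeR's quasi-likelihood test on the 9 libraries in 1 fit, with TMM normalization and Benjamini-Hochberg adjustment. A gene was called changed at an adj. P under 0.1, and log2 FC values come from the fit. Exon bins were tested with diffSpliceDGE of the same package, which sets the change of a bin against that of its gene. The correction index was 100% where the log2 FC of treated against WT mice was 0 and 0% where it equaled that of HSA-LR against WT mice. The legend of Figure 2 gives the classes of correction but not the formula of the index, so this log2 form was a choice, and its linear form was also computed. Other choices that could change the numbers were the minimum count, the normalization, the test, and the use of bin sums, which weigh a pair by the number of bins it overlaps. The labels list WT mouse 2 as female and WT mouse 3 as male, whereas the summed CPM (counts scaled to the library total) of the Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y was 152.8 in the gastrocnemius of WT mouse 2 and 1.129 in that of WT mouse 3. No group was formed by sex, and each mouse was also left out in turn.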

Principal component analysis (PCA) showed that gene expression in the gastrocnemius muscle of HSA-LR mice treated with Pip6a-PMO was shifted toward that of WT mice (Figure 2A). Moreover, the heatmap generated with all the transcripts having a significant change (*n* = 3176; adj. *P* < 0.1; no threshold in fold change [FC]) confirmed the global gene expression correction in treated HSA-LR mice (Figure 2B). 

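PCA of the gastrocnemius was computed on centered log2 CPM (prior count 2) of the 2427 genes changed between HSA-LR and WT mice. PC1 held 70.8% of the variance and PC2 held 10.7%. Positions on PC1 were scaled so that the WT mean lay at 0% and the HSA-LR mean at 100%. The 3 WT mice lay at -1.18%, 1.68% and -0.498%, and the 3 HSA-LR mice at 99.7%, 98.0% and 102.2%. Treated mice 1, 2 and 3 lay at 42.4%, 36.9% and 34.9%, a mean of 38.1% ± 3.88 (SD, n = 3 mice). They did not overlap either group on PC1. The two-sided exact permutation test gave P = 0.1 against HSA-LR mice and P = 0.1 against WT mice, the smallest P that 3 mice against 3 allow. On PC2, whose sign is arbitrary, the treated mice lay at -13.78 to -9.308, outside the WT mice (2.714 to 14.35) and the HSA-LR mice (2.942 to 7.783). The genes had been selected for a difference between the same WT and HSA-LR mice, which fixes the separation of those 2 groups on PC1 and draws other HSA-LR mice toward the WT mice. A simulated group of 3 unchanged HSA-LR mice lay at 94.9% on average (at least 93.9% in 20 draws). HSA-LR mice 1, 2 and 3, each left out of the selection and of the PCA and then projected on PC1, lay at 92.5%, 90.6% and 95.6%, and the treated mice at 35.2% to 44.6% on the same axes. Among the alternatives, all genes tested in place of the changed genes moved the position most, to 29.7%, and PC1 then held 33.6% of the variance. With each mouse left out in turn, the position stayed between 35.2% and 41.6%.

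**Figure D1:**
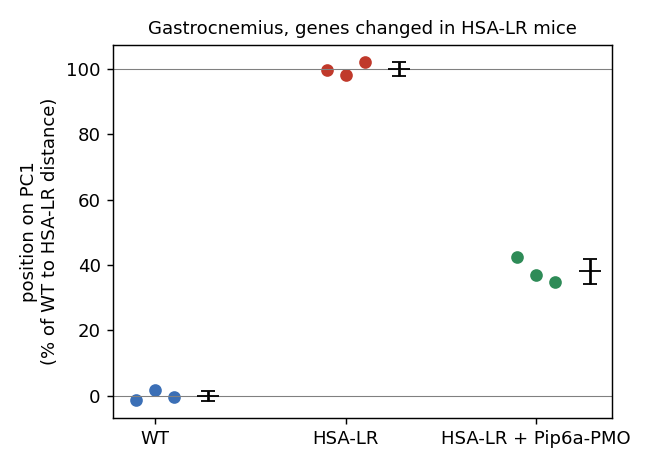
Position of each gastrocnemius library on PC1, in percent of the distance from the WT mean (0) to the HSA-LR mean (100). Points are mice, and the bars give the mean and SD of each group (n = 3); the treated mice lie between 34.9% and 42.4%.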

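Of the 15625 genes tested in the gastrocnemius, 2427 were changed in HSA-LR against WT mice, 1343 higher and 1084 lower. In treated against WT mice, 93 genes were higher and 70 lower, and 1641 genes had an unadjusted P under 0.05. Treated against HSA-LR mice, 1566 genes were changed, 702 higher and 864 lower. Single mice decided much of these counts. The count in HSA-LR mice was 1490 without WT mouse 2, 1370, 1357 and 1408 without HSA-LR mouse 1, 2 or 3, and 3538 without treated mouse 3, and none of the other alternatives moved it further than 1357. Treated against WT mice, the count fell to 80 and 47 without WT mouse 1 or 2, to 88 and 79 without HSA-LR mouse 1 or 2, and to 88 and 55 without treated mouse 1 or 2. Treated against HSA-LR mice, it was 428, 492 and 795 without HSA-LR mouse 1, 2 or 3, and 884 without treated mouse 2. Only 56 genes were changed in treated against WT mice when the fit held those 2 groups alone. DESeq2 on the same counts called 529. Of the genes the paper names that are reported here, 3 were changed in HSA-LR mice, 2 were changed in treated against HSA-LR mice, and 0 in treated against WT mice, where 0 had an unadjusted P under 0.05 and the smallest, for Bin1, was 0.179. Clcn1 (ENSMUSG00000029862.15, chromosome 6, 42286685 to 42315756) had 325.7 ± 50.5 CPM in WT mice, 192.9 ± 19.0 in HSA-LR mice and 304.1 ± 38.2 in treated mice (SD, n = 3). Its log2 FC was -0.76 in HSA-LR against WT mice (standard error 0.14, adjusted P = 0.0106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.10 in treated against WT mice (adjusted P = 0.865 from the same test). The log2 FC in HSA-LR mice was -0.47 for Atp2a1 and 0.43 for Insr (adjusted P = 0.0491 and 0.0539 from the same test), and with the largest bin of Insr in place of the sum it was 0.11 (adjusted P = 0.501). Mbnl1, Bin1, Dmd, Ldb3, Sos1, Dmpk, Acta1 and Rplp0 were not called, with adj. P values from 0.133 to 0.897. The largest bin of a gene turned the sign for Dmd, Ldb3 and Sos1, and leaving out WT mouse 1 or HSA-LR mouse 1 turned it for Mbnl1. Reads of the human transgene could have been counted on Acta1, so its value is uncertain. The smallest P in treated against WT mice belonged to Txlnb, Serpinb1c and Myo1a. Txlnb (ENSMUSG00000039891.6, chromosome 10, 17796226 to 17845665) had 404.7 ± 14.6 CPM in WT mice, 339.4 ± 5.06 in HSA-LR mice and 1843 ± 239 in treated mice (SD, n = 3). Its log2 FC was 2.19 in treated against WT mice (standard error 0.11, adjusted P = 7.27e-05) but -0.25 in HSA-LR against WT mice (adjusted P = 0.17). Myo1a (ENSMUSG00000025401.8, chromosome 10, 127705170 to 127720940) rose from 0.590 ± 0.284 CPM in WT mice to 41.0 ± 8.08 in HSA-LR mice and 17.1 ± 6.02 in treated mice, a log2 FC of 6.10 (adjusted P = 8.31e-05) and 4.84 (adjusted P = 0.0017) against WT mice.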

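In the gastrocnemius, 756 genes were changed at least 2-fold in HSA-LR mice with an adj. P under 0.1, of which 558 were higher and 198 lower than in WT mice. In treated mice, 71.6% of them were less than 2-fold from WT mice, 17.5% stayed at least 2-fold away with an index over 20%, and 11.0% stayed with a lower index. The genes that returned had a mean correction index of 76.1%, and the median over all 756 genes was 65.2%. Computed for treated mice 1, 2 and 3 alone, the share that returned was 69.7%, 69.3% and 70.4%, with a mean of 69.8% ± 0.535 (SD, n = 3 mice), and the index of the returning genes was 79.9% ± 5.74. Some of the return follows from the selection of genes for a large change in the same HSA-LR and WT mice. When a treated group was simulated as 3 further unchanged HSA-LR mice against the same WT mice, 22.9% of the genes returned on average (at most 24.6% in 20 draws), with an index of 41.7% among them and a median of 7.48% over all. When each HSA-LR mouse in turn was kept out of the fit and scored as if treated, 18.2% to 20.9% of the genes chosen on the other 2 returned, against 68.6% to 72.4% for the treated mice scored the same way. Of the genes chosen in the quadriceps that were also 2-fold changed in the gastrocnemius, 69.0% returned in the gastrocnemius. Shrunken fold changes from DESeq2, chosen after seeing the data, moved the share most, to 83.2%, and the filter on low counts moved it to 78.4% with at least 10 counts in every library and to 66.7% with at least 1 count in any. The number of 2-fold genes ranged from 583 to 886 with each mouse left out, and the share of return from 65.5% to 70.8%. The largest bin of a gene in place of the sum gave a share of 74.6%. The smallest P among the 2-fold genes belonged to Ctnna3, Uchl1, Dtl, Camk1d and Ttc7, all higher in HSA-LR mice. Ctnna3 (ENSMUSG00000060843.11, chromosome 10, 63430098 to 65003667) had 4.18 ± 0.315 CPM in WT mice, 16.4 ± 1.04 in HSA-LR mice and 6.43 ± 0.147 in treated mice (SD, n = 3), and its log2 FC was 1.97 and 0.62 against WT mice (adjusted P = 4.2e-05 and 0.0293, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 FC of HSA-LR and treated mice against WT mice was 2.74 and 1.12 for Uchl1, 4.12 and 0.99 for Dtl, 2.79 and 0.40 for Camk1d, and 1.67 and 0.37 for Ttc7. Each of these 5 genes had all 3 HSA-LR mice above all 3 WT mice (two-sided exact permutation test, P = 0.1, the smallest possible), as required by the rule that chose them. Among the 2-fold genes with an index under 20%, Serpinb1c, Lrba and Kmt2d had the smallest P. Serpinb1c had a log2 FC of 2.39 in HSA-LR mice and 2.33 in treated mice, an index of 2.62%, and its reads could have been split with its paralogs Serpinb1a and Serpinb1b, so its value is uncertain. Lrba had 7.30 ± 0.998 CPM in WT mice, 48.6 ± 2.62 in HSA-LR mice and 41.7 ± 12.6 in treated mice, an index of 8.11%. Kmt2d had an index of 14.8%, with 69.0 ± 6.41, 203.4 ± 23.8 and 173.3 ± 21.2 CPM.

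**Figure D2:**
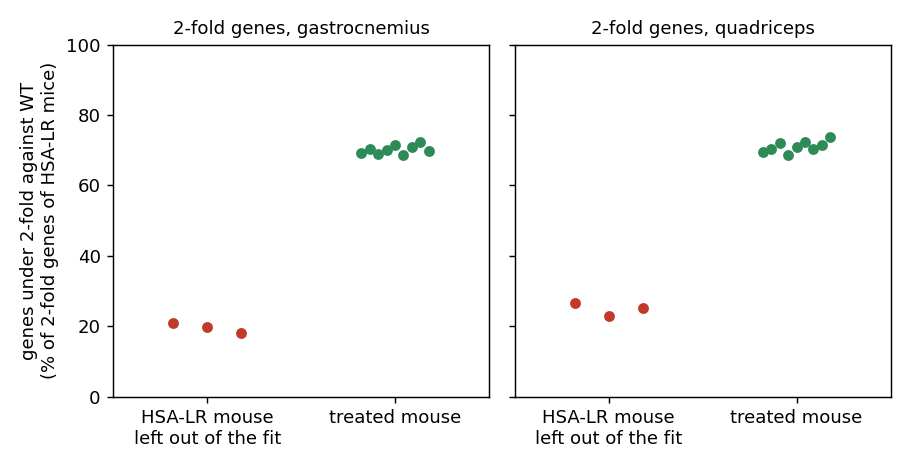
Percent of the 2-fold genes that returned to less than 2-fold from WT mice, for single HSA-LR mice left out of the fit and for single treated mice, in the gastrocnemius and the quadriceps. Each treated mouse has 3 points, 1 for each left-out HSA-LR mouse, and in the gastrocnemius the HSA-LR mice lie between 18.2% and 20.9%.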

Strikingly, the vast majority (85%) of the most significant changes observed at the gene expression level in HSA-LR mice (FC ≥ 2 and adj. *P* < 0.1; 376 transcripts) were corrected in treated mice with an average correction index of 76% (Figure 2C and Supplemental Table 1). In addition, most of the deregulated genes containing 7 or more CTG repeats in skeletal muscles were also corrected in treated HSA-LR mice (Supplemental Table 2). 

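Runs of at least 7 uninterrupted CTG on the sense strand were searched in the annotated transcripts of GENCODE M21, because the gene list of Supplemental Table 2 was not used here. Introns were not searched. Such runs lie in 65 genes, of which 50 were expressed highly enough in the gastrocnemius to be tested. Of these 50 genes, 9 were changed in HSA-LR against WT mice when adjusted over all genes tested, and 11 when adjusted over the list alone. Against WT mice, 2 of the 50 were changed in treated mice over all genes and 10 adjusted over the list alone, and 5 and 6 were changed in treated against HSA-LR mice. The 9 deregulated genes were Itgav, Fbxo31, Cdh4, Aasdh, Angel1, Mbd5, Ppp1r12b, Golga4 and Mllt3, and 8 of them had a correction index over 20%. Their mean index was 54.1% ± 11.7 (SD over the 3 treated mice), with a median of 56.3% and a range from 18.3% for Angel1 to 101.1% for Mllt3. The median index of all genes changed in HSA-LR mice was 69.3%. Without treated mouse 3 the test called 13 genes with such runs, among them Txlnb, whose index of 1039% brought the mean to 118.8%. In that fit the mean was 42.1% without Txlnb and 50.0% over the same 9 genes. Cdh4 was the only one of the 9 genes changed at least 2-fold. It holds a run of 11 CTG (chromosome 2, 179444343 to 179444375, noncoding exon) and had 35.1 ± 9.22 CPM in WT mice, 11.0 ± 2.53 in HSA-LR mice and 14.1 ± 3.64 in treated mice (SD, n = 3). Its log2 FC was -1.67 in HSA-LR mice (standard error 0.256, adjusted P = 0.00444 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.31 in treated mice against WT mice (adjusted P = 0.0745), an index of 21.4%. Aasdh, with the longest run (18 CTG, chromosome 5, 76893119 to 76893172, noncoding exon), had an index of 71.3%, and Ppp1r12b, with 12 CTG in its UTR (chromosome 1, 134756719 to 134756754), had 61.1%. The 50 genes went both ways in treated against WT mice, 27 of them lower, and 11 had an unadjusted P under 0.05. A shift of the set in 1 direction was not detected, which leaves open changes of its genes in both directions (camera with a preset correlation of 0.01, P = 0.603 across genes, and fry, P = 0.372). Runs of at least 5 CTG in place of 7 gave 39 deregulated genes and a mean index of 67.4%.

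**Figure D3:**
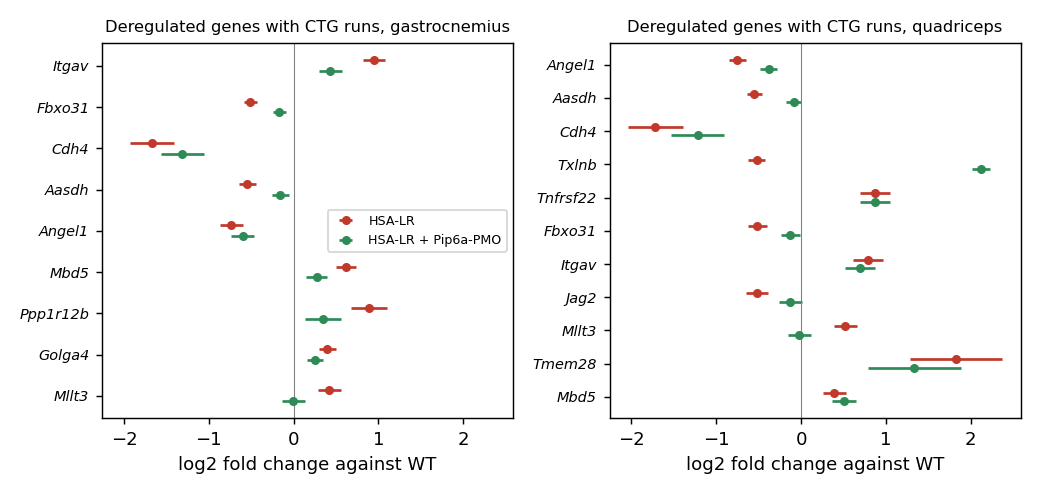
Log2 FC against WT mice, with standard errors, of the genes with at least 7 uninterrupted CTG that were changed in HSA-LR mice, in HSA-LR mice and in HSA-LR mice treated with Pip6a-PMO. Angel1 in the gastrocnemius and Tnfrsf22, Itgav and Mbd5 in the quadriceps had an index under 20%, and Txlnb rose above WT mice in treated quadriceps.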

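In the gastrocnemius, 172719 exon bins in 11585 genes were tested for a change relative to their gene. In HSA-LR against WT mice 1414 bins in 571 genes were changed, 1021 used more and 393 used less. Treated against WT mice, 113 bins were changed (87 more, 26 less), and treated against HSA-LR mice, 533 (196 more, 337 less). A bin is not a splicing event, since 1 skipped exon can give several bins and a shifted transcript end gives bins too. The count in HSA-LR mice was 857 and 833 without WT mouse 1 or 3, and 699 and 683 without HSA-LR mouse 2 or 3. Treated against HSA-LR mice, it was 343, 270 and 315 without HSA-LR mouse 1, 2 or 3, and 347 without treated mouse 1. The DEXSeq model fitted with DESeq2 called 2397 bins in HSA-LR mice, the largest departure among the other tests. Coverage along transcripts differed between libraries, with the lowest ratio of 5' to 3' counts in treated mouse 3, and with this ratio as a covariate 1467 bins were changed in HSA-LR mice, 867 of them used more, and 1150 were shared with the fit without it. For treated against HSA-LR mice the covariate gave 454 bins, of which 332 were shared. Of the 454, 248 were used more, so the majority direction of this comparison turned with the covariate. For Clcn1, Mbnl1 and Atp2a1, the exons that the paper assays by RT-PCR were found in the bins. Clcn1 exon 7a (chromosome 6, 42293444 to 42293522, plus strand, 79 bp, coding) took 0.112% ± 0.0417 of the counts of its gene in WT mice, 1.19% ± 0.156 in HSA-LR mice and 0.153% ± 0.0105 in treated mice (SD, n = 3), from 49.3, 295.7 and 55.7 counts per mouse on average. Its change relative to the gene was 3.43 on the log2 scale in HSA-LR mice (adjusted P = 3.14e-34 from edgeR's diffSpliceDGE with Benjamini-Hochberg adjustment) and 0.47 in treated mice (adjusted P = 1), both against WT mice, with an index of 86.3%. Without WT mouse 1, the value in treated mice was 0.18. Mbnl1 exon 5 (chromosome 3, 60614683 to 60614736, plus strand, 54 bp, coding) took 0.115% ± 0.0116, 0.751% ± 0.148 and 0.142% ± 0.0492, with a relative change of 2.71 (adjusted P = 1.43e-11) and 0.36 (adjusted P = 1) and an index of 86.7%. In treated mice its change was 0.02 without treated mouse 2 and 0.55 without treated mouse 3. Atp2a1 exon 22 (chromosome 7, 126446545 to 126446586, minus strand, 42 bp, coding and UTR) was used less in HSA-LR mice, with 3.90% ± 0.0345, 0.852% ± 0.119 and 4.17% ± 0.581. Its relative change was -2.20 in HSA-LR mice (adjusted P = 3.29e-17) and 0.11 in treated mice (adjusted P = 1), or -0.03 without treated mouse 3, and the DEXSeq model did not call it in HSA-LR mice. For each of the 3 exons, no HSA-LR mouse overlapped a WT mouse (two-sided exact permutation test, P = 0.1, the smallest possible). Treated against HSA-LR mice, all 3 were changed, with the largest adj. P at 1.04e-08 from diffSpliceDGE. Every treated mouse used Clcn1 exon 7a more than every WT mouse (exact permutation test, two-sided, P = 0.1), whereas P was 0.5 for Mbnl1 and 1 for Atp2a1. The exon of Clcn1 reads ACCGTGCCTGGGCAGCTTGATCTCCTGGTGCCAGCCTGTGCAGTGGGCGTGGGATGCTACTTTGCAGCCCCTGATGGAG, that of Mbnl1 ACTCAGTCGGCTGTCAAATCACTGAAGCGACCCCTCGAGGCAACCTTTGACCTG, and that of Atp2a1 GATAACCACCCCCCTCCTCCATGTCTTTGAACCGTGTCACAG.

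**Figure D4:**
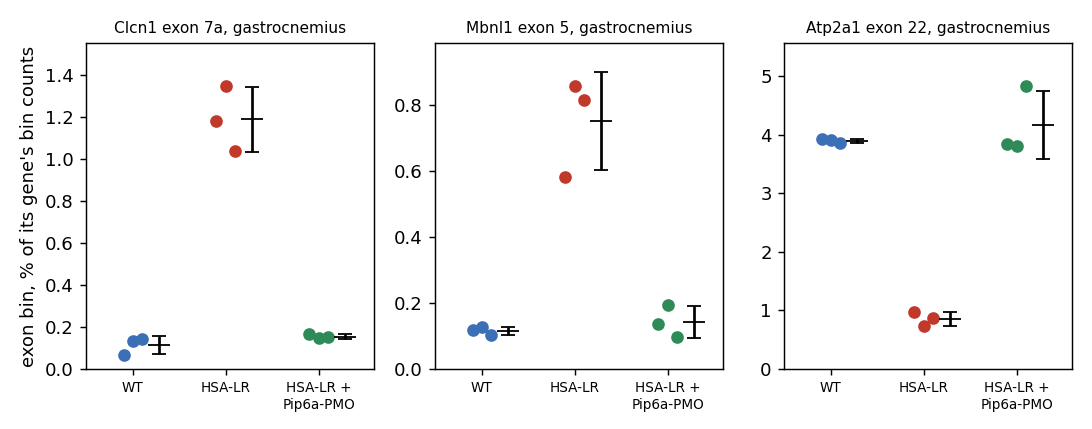
Counts of the exon bins of Clcn1 exon 7a, Mbnl1 exon 5 and Atp2a1 exon 22 in percent of the counts of their genes, for each gastrocnemius library, with the mean and SD of each group (n = 3 mice). In HSA-LR mice the means are 1.19%, 0.751% and 0.852%, and in treated mice 0.153%, 0.142% and 4.17%.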

Transcriptomic analysis also confirmed that Pip6a-PMO treatment induced a global correction of alternative splicing misregulation measured in HSA-LR mice (adj. *P* < 0.1; no threshold in FC; Figure 2D). Thus, 80% of the most deregulated splicing events in HSA-LR mice (FC ≥ 2 and adj. *P* < 0.1; 339 events) were normalized in treated mice an average correction index of 83% (Figure 2E), also leading to correction of the deregulated biological pathways (Supplemental Figure 4 and Supplemental Table 3). 

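Among the gastrocnemius bins changed in HSA-LR mice, 1097 bins in 449 genes were changed at least 2-fold relative to their gene, 813 used more and 284 used less. In treated mice, 76.4% of them were less than 2-fold from WT mice, 17.0% stayed at least 2-fold away with an index over 20% and 6.65% stayed with a lower index. The mean correction index of the returning bins was 74.8%, and the median over all 1097 bins was 62.8%. Scored singly, treated mice 1, 2 and 3 had 86.1%, 63.2% and 74.8% of the bins below 2-fold, a mean of 74.7% ± 11.4 (SD, n = 3 mice), a wider spread than for genes. With simulated unchanged mice in place of the treated mice, 30.0% of the bins returned on average over 4 draws, with an index of 42.3% among them. The number of 2-fold bins was 731 without WT mouse 3, 644 without HSA-LR mouse 2 and 634 without HSA-LR mouse 3, and 705 when only bins with at least 10 counts in every library were kept. The share of return ran from 64.0% to 82.0% with each mouse left out. Of the 439 bins that were 2-fold changed in the quadriceps, 424 were tested in the gastrocnemius, 411 changed in the same direction, and 340 were at least 2-fold changed there, of which 77.1% returned in treated gastrocnemius with an index of 88.5%. The smallest P belonged to bins of Camk2b, Clcn1, Ldb3, Asph and Phka1. A Camk2b bin of 3 bases (chromosome 11, 5982759 to 5982761, minus strand, coding) took 0.163% ± 0.0552 of the counts of its gene in WT mice, 1.83% ± 0.154 in HSA-LR mice and 0.323% ± 0.114 in treated mice (SD, n = 3). Its relative change was 3.50 in HSA-LR mice (adjusted P = 1.75e-54 from diffSpliceDGE) and 1.02 in treated mice (adjusted P = 0.00905), so it stayed changed against WT mice. An Asph bin (chromosome 4, 9630547 to 9630925, minus strand, coding and UTR) fell from 1.75% ± 0.311 to 0.229% ± 0.023 and was 0.945% ± 0.104 in treated mice, a relative change of -2.94 and -0.92 (adjusted P = 4.26e-33 and 0.00393 from diffSpliceDGE). A Phka1 bin (chromosome X, 102557096 to 102557272, minus strand, coding) had relative changes of -3.11 and -0.48, and a Ldb3 bin, whose coordinates could not be assigned, 4.05 and 0.83, neither called in treated against WT mice (adjusted P = 1 and 0.109). Pathways were not analysed here.

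**Figure D5:**
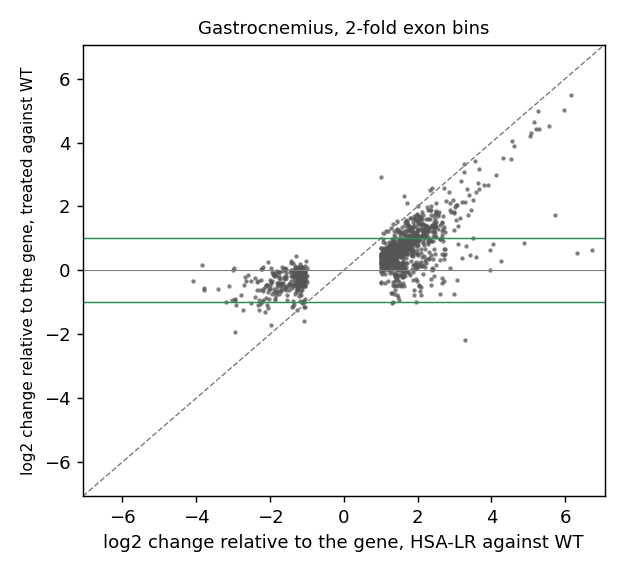
Change of each of the 1097 2-fold gastrocnemius bins relative to its gene (log2 scale) in HSA-LR against WT mice (horizontal axis) and in treated against WT mice (vertical axis). Green lines mark a 2-fold change and the dashed line marks an unchanged value; 76.4% of the bins lie between the green lines.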

Similar results were obtained from the quadriceps muscle of the same treated mice (Supplemental Figure 5), indicating that the muscle transcriptome of DM1 mice could be almost normalized by Pip6a-PMO treatment targeting pathologic CUGexps. In addition, PCA and heatmap analysis (FC ≥ 1.5; *P* < 0.05; *n* = 118) of the proteome assessed by label-free mass spectrometry revealed that protein expression in the quadriceps muscle of treated HSA-LR mice also tends to shift from a disease toward a WT profile, supporting the correction of the DM1 muscle phenotype by Pip6a-PMO treatment (Supplemental Figure 6 and Supplemental Table 4).

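In the quadriceps, 15574 genes were tested, and 3169 were changed in HSA-LR against WT mice (1719 higher, 1450 lower), 219 in treated against WT mice (172 higher, 47 lower) and 2143 in treated against HSA-LR mice (1019 higher, 1124 lower). Without HSA-LR mouse 1, the first count was 2050. It was 336 with the median level of 8 macrophage genes as a covariate, chosen after seeing the data, a level that was higher in all HSA-LR than in all WT quadriceps. Treated against WT mice, it was 64 and 85 without WT mouse 1 or 2, 116 and 89 without HSA-LR mouse 1 or 2, and 50 and 72 without treated mouse 1 or 2, whereas DESeq2 called 748 genes, of which 472 were higher. Treated against HSA-LR mice, it was 691 and 873 without HSA-LR mouse 1 or 2, and 847 and 1027 without treated mouse 1 or 2. Between the muscles, 1616 genes were changed in HSA-LR mice in both, 1615 of them in the same direction, and 821 genes were changed in treated against HSA-LR mice in both, 820 in the same direction. Both muscles came from the same mice, so this overlap is not independent of the animals. A test of the difference between muscles in 1 fit of the 18 libraries called 0 of 16167 genes for the HSA-LR change (710 with an unadjusted P under 0.05) and 0 for the treatment effect (1271). With the mouse as a block, where the replicate number was taken to give the mouse, it called 5 and 0 (1384 and 2257 with an unadjusted P under 0.05). Of the 992 quadriceps genes changed at least 2-fold, 70.1% returned below 2-fold in treated mice, 20.7% were corrected in part and 9.27% were not, with an index of 74.4% for the returning genes and a median of 61.2% over all. For single treated mice, the share was 70.4% ± 1.89 (SD, n = 3 mice), against 22.1% for simulated unchanged mice and 22.9% to 26.5% for HSA-LR mice kept out of the fit. On PC1 of the changed genes, treated mice lay at 40.4%, 38.4% and 36.8% of the distance from WT to HSA-LR mice (38.5% ± 1.80, SD, n = 3; exact permutation test against either group, two-sided, P = 0.1, the smallest possible), and the simulated unchanged mice at 95.0%. On PC2 the treated mice lay at -15.58 to -11.64, outside the WT mice (6.568 to 10.57) and the HSA-LR mice (3.373 to 6.517). The position on PC1 was 42.7% with the genes changed in HSA-LR gastrocnemius. It was not kept with all genes tested (-21.3%) or with the 500 genes of highest variance (664.6%), and with the latter the WT and HSA-LR means lay closer to each other on PC1 than to the treated mean. Ogdhl, Ccdc192, Cdnf and Myo1a were among the 5 genes with the smallest P of the 2-fold genes. Ogdhl (ENSMUSG00000021913.7, chromosome 14, 32322019 to 32348151) had 2.00 ± 0.307 CPM in WT mice, 23.8 ± 2.63 in HSA-LR mice and 4.31 ± 0.492 in treated mice (SD, n = 3), and Cdnf (ENSMUSG00000039496.8, chromosome 2, 3513030 to 3526376) 41.1 ± 3.92, 8.23 ± 0.809 and 36.5 ± 1.70. Against WT mice, the log2 FC of HSA-LR and treated mice was 3.57 and 1.11 for Ogdhl, 5.00 and 1.62 for Ccdc192, -2.32 and -0.17 for Cdnf, and 5.26 and 4.35 for Myo1a. Txlnb, Myo1a and Galnt7 had the smallest P in treated against WT mice, with a log2 FC of 2.12, 4.35 and 1.86 (adjusted P = 0.000133, 0.000371 and 0.000622 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 11 deregulated quadriceps genes with at least 7 CTG, 8 had an index over 20%. The mean index of all 11 was 84.6%, and 42.6% without Txlnb, which rose above WT mice. The set of CTG genes in treated against WT mice gave P = 0.0627 with camera, the smallest over all 10 splits of the 6 libraries (an exact permutation, where 1 of 10 is the least share possible), and 0.0137 with fry, so it passed 0.05 under fry only. These 11 included Cdh4 and Tmem28, changed at least 2-fold, with log2 FC values of -1.72 and 1.82 in HSA-LR mice and -1.22 and 1.34 in treated mice.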

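Of 172858 quadriceps bins, 491 in 269 genes were changed in HSA-LR against WT mice, 61 in treated against WT mice and 291 in treated against HSA-LR mice. Treated against WT mice, the count was 26 and 37 without WT mouse 1 or treated mouse 1, and 226 without WT mouse 2. Treated against HSA-LR mice, it was 182 without HSA-LR mouse 1 or treated mouse 2 and 158 without treated mouse 1. The limma voom and diffSplice test called 1106 bins in HSA-LR mice and the DEXSeq model 1360. Of the 439 bins changed at least 2-fold, 73.3% returned, 15.0% were corrected in part and 11.6% were not, with an index of 81.9% for the returning bins. Of the 2-fold gastrocnemius bins, 1072 were tested in the quadriceps, where 853 changed in the same direction and 464 were at least 2-fold changed. In single treated mice 75.6% ± 1.81 of the quadriceps bins returned (SD, n = 3 mice), against 25.0% for simulated unchanged mice. Clcn1 exon 7a took 0.0898% ± 0.00446 of the counts of its gene in WT mice, 1.14% ± 0.0563 in HSA-LR mice and 0.165% ± 0.0475 in treated mice, and its index was 77.1%. Mbnl1 exon 5 took 0.125% ± 0.0291, 0.728% ± 0.155 and 0.158% ± 0.0197, an index of 88.3%, and Atp2a1 exon 22 took 3.97% ± 0.018, 0.871% ± 0.0467 and 3.67% ± 0.144, an index of 94.7%. None of the 3 exons was called in treated against WT mice (adjusted P = 1 for each from diffSpliceDGE), though the unadjusted exact permutation test gave P = 0.1 for Clcn1 and Atp2a1 and 0.3 for Mbnl1, two-sided. The change of Mbnl1 exon 5 in treated against WT mice was 0.29, or 0.14 without WT mouse 1, 0.50 without WT mouse 2 and -0.10 with the coverage covariate. Of the bins with the smallest P, those of Tnnt3 (chromosome 7, 142507750 to 142507769 and 142507770 to 142507788, plus strand, coding) had relative changes of 5.98 and 6.60 in HSA-LR mice and stayed at 1.55 and 1.65 in treated mice (adjusted P = 7.41e-06 and 9.46e-07 from diffSpliceDGE). The Camk2b bin had 3.74 and 1.08, a Ldb3 bin 4.61 and 1.51, and a Bin1 bin 3.28 and 0.12, which was -0.04 without treated mouse 2 and also below 0 without WT mouse 3. The Camk2b and Ldb3 bins stayed changed in treated against WT mice (adjusted P = 0.0944 and 1.45e-06 from diffSpliceDGE), and the Bin1 bin was not called. In percent of the counts of its gene, each bin that stayed changed lay nearer to WT than to HSA-LR mice. In WT, HSA-LR and treated mice, the Tnnt3 bins took 0.0338%, 2.143% and 0.09965%, and 0.02224%, 2.162% and 0.07055%. The Camk2b bin took 0.1217%, 1.635% and 0.2609%, and the Ldb3 bin 0.06252%, 1.547% and 0.1771%. From the correction seen in gene expression and splicing in the gastrocnemius and the similar results in the quadriceps, the paper proposes that treatment aimed at the expanded CUG repeats could bring the muscle transcriptome of these mice close to normal.

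**Figure D6:**
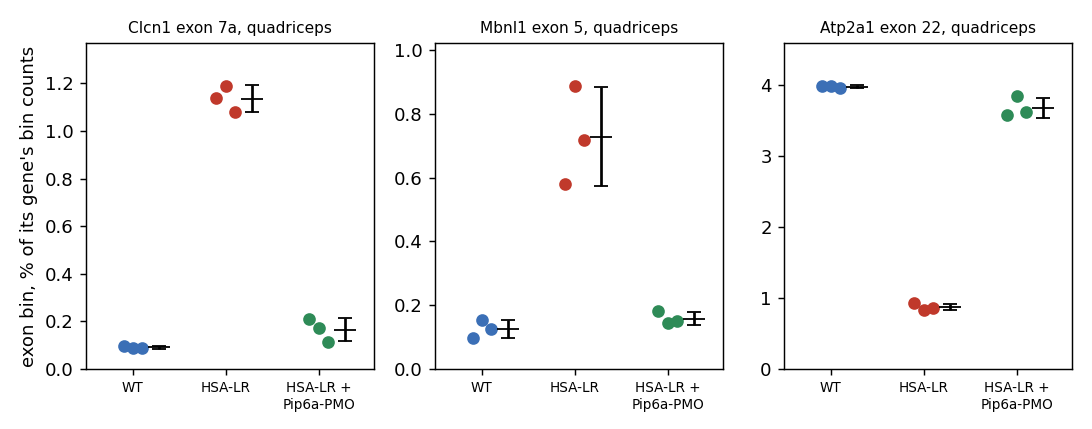
Counts of the exon bins of Clcn1 exon 7a, Mbnl1 exon 5 and Atp2a1 exon 22 in percent of the counts of their genes, for each quadriceps library, with the mean and SD of each group (n = 3 mice). In HSA-LR mice the means are 1.14%, 0.728% and 0.871%, and in treated mice 0.165%, 0.158% and 3.67%.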

To further determine the consequences of Pip6a-PMO for CUGexp-RNA behavior, we examined nuclear RNA foci number and CUGexp-RNA levels since it has been shown previously that both features were reduced by RNase H–inactive CAG*n* ASOs (18, 19). Likewise, a similar mechanism of action, which is not yet fully explained, was also observed in Pip6a-PMO–treated HSA-LR mice, as (i) missplicing reversal due to the release of functional MBNL1 from CUGexp-RNA foci was associated with a 50% reduction in the number of myonuclei containing RNA foci in treated muscles (Figure 3, A and B, and Supplemental Figure 7); and (ii) a 60% decrease of CUGexp-RNA steady-state levels was detected following Pip6a-PMO treatment, whereas Pip6a-Ctrl treatment had no effect on CUGexp-RNA expression (Figure 3C and Supplemental Figure 3C).

In addition, the duration of Pip6a-PMO action in HSA-LR skeletal muscles was evaluated because the activity and beneficial effect of nuclease-resistant ASOs could be maintained for several weeks in vivo (15, 30–32). Correction of splicing changes was used as a molecular biomarker and the Pip6a-PMO effect was assessed up to 6 months after treatment. As observed in Figure 3D, splicing misregulation of *Clcn1* exon 7a, *Mbnl1* exon 5, and *Atp2a1* exon 22 pre-mRNAs was completely normalized in both HSA-LR gastrocnemius and quadriceps muscles until 4 weeks after systemic administration. Moreover, a significant 80% to 100% of correction of these splicing defects was still measured 26 weeks after treatment, supporting a long-lasting activity of Pip6a-PMO, which remained nearly complete for a 6-month period. Furthermore, mild histological changes observed in liver or kidney 2 weeks after Pip6a-PMO injections were mostly reversed 6 months later (Supplemental Table 5), supporting transient and reversible side effects of Pip6a-PMO treatment.

Lastly, molecular effects of Pip6a-PMO were assessed in human DM1 muscle cells carrying a large expansion (2600 repeats) and expressing within its natural context both mutant *CUGexp-DMPK* and nonmutated normal *DMPK* transcripts (33). Pip6a-PMO treatment induced the displacement and relocation of MBNL1 from RNA foci toward the nucleoplasm as observed in WT muscle cells (Figure 4A). Moreover, MBNL1-dependent splicing defects of *LDB3*, *MBNL1*, *SOS1*, and *DMD* pre-mRNAs that are present in DM1 differentiated muscle cells were significantly corrected by Pip6a-PMO, confirming the functional restoration of MBNL1 (Figure 4B). Similar results were obtained in another DM1 cell line carrying 1300 CTG and as described previously (33) (Supplemental Figure 8). Importantly, no splicing changes were observed in DM1 muscle cells treated with Pip6a-Ctrl or naked PMO nor in WT muscle cells treated with Pip6a-PMO (Supplemental Figure 9). As a consequence of MBNL1 displacement from CUGexp-RNA foci, Pip6a-PMO treatment induced a 79% decrease in the number of foci per nucleus and was associated with a 40% increase in the number of nuclei without foci (Figure 4, C and D), which was consistent with a 77% decrease of *CUGexp*-*DMPK* transcript levels in treated DM1 cells (Figure 4, E and F). A direct measurement of *CUGexp*-*DMPK* transcripts using single-molecule RNA FISH also confirmed the reduced level of *CUGexp-DMPK* mRNA by Pip6a-PMO treatment in muscle cells expressing the human *DMPK* gene with 1500 CTG (Supplemental Figure 10). Remarkably, products of nonmutated *DMPK* alleles were not affected in DM1-treated cells, supporting a specific targeting of Pip6a-PMO composed of a CAG7 sequence to mutant *DMPK* transcripts containing a CUGexp tract (Figure 4, E and F).

In conclusion, our study demonstrates that Pip6a cell-penetrating peptide improves the penetration of ASOs in striated muscles of DM1 mice after systemic delivery. Thus, low-dose treatment with a Pip6a-conjugated PMO directed against pathogenic CUGexp repeats is sufficient to achieve an effective concentration of ASOs in muscle fibers and induces an efficient and long-lasting correction of molecular and functional phenotypes in DM1 mice. Altogether, these results strongly support the development of ASO-conjugate peptides for further clinical trial in DM1 as well as other microsatellite expansion disorders.

## Methods

See the supplemental methods for a full description of all experimental procedures as well as complete unedited blots.

### Statistics.

All group data are expressed as mean ± SEM. Comparisons were performed by Mann-Whitney test or 1-way ANOVA followed by Newman-Keuls or Tukey’s post hoc test using Prism 6 software (GraphPad Software, Inc.). Differences between groups were considered significant when *P* ≤ 0.05.

### Study approval.

Experiments on HSA-LR mice were carried out according to French legislation and Ethics committee approval (number 1760-2015091512001083v6).

### Data availability.

Complete raw data generated from RNA sequencing were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE134926).

## Author contributions

Experiments were performed by AFK, MAV, LA, AH, DS, AF, LR, and DJ. AA produced the Pip6a-PMO. Transcriptomic analysis was performed by NN. Proteomics data were generated and analyzed by AH. Data were analyzed by AFK, MAV, GB, GG, JP, MJG, MJAW, and DF. The study was designed and written by MJAW and DF. As part of a joint collaborative work, co–first and co–last authors order was decided to ensure both teams have equitable representation.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
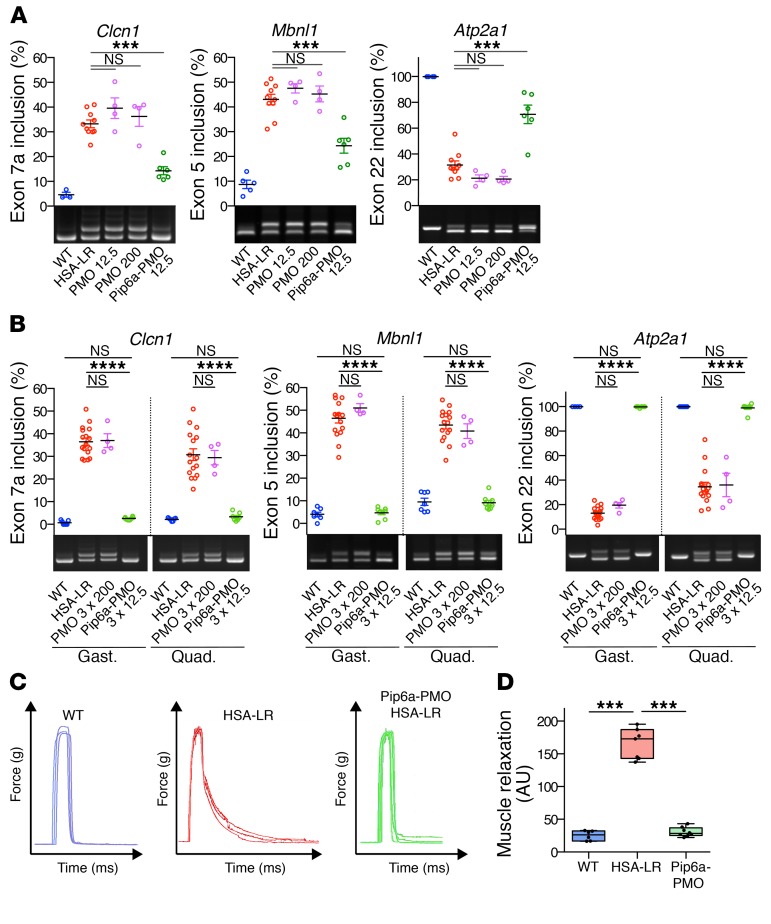
Pip6a-PMO corrects molecular and functional defects in HSA-LR mice. HSA-LR mice were injected with single or multiple doses of naked PMO-CAG7 (PMO) or Pip6a-PMO-CAG7 (Pip6a-PMO) by intravenous injection and analyzed 2 weeks after treatment. (**A**) Quantification of splicing correction induced by a single 12.5 mg/kg dose of Pip6a-PMO, or 12.5 or 200 mg/kg dose of PMO in gastrocnemius of treated mice (WT *n* = 4; HSA-LR *n* = 10; PMO *n* = 4; Pip6a-PMO *n* = 6). (**B**) Representative RT-PCR results and quantification of alternative splicing profiles in gastrocnemius (gast.) and quadriceps (quad.) of HSA-LR mice treated with 3 injections of PMO at 200 mg/kg or Pip6a-PMO at 12.5 mg/kg (WT *n* = 7; HSA-LR *n* = 16; PMO *n* = 4; Pip6a-PMO *n* = 8). (**C**) Representative maximal force/time curves obtained by in situ force measurements of Pip6a-PMO–treated mice (3 times 12.5 mg/kg) compared with WT and HSA-LR mice. (**D**) Correction of myotonia (measured as the area under the force/time curve during relaxation after maximal muscle contraction) in Pip6a-PMO–injected HSA-LR mice (WT *n* = 6; HSA-LR *n* = 7; Pip6a-PMO *n* = 8). Data are expressed as mean ± SEM, except for **D** (boxes, 25th–75th percentile; whiskers, min to max; black line, the mean). ***P < 0.001; ****P < 0.0001 by 1-way ANOVA with Newman-Keuls post hoc test. NS, not significant.

**Figure 2:**
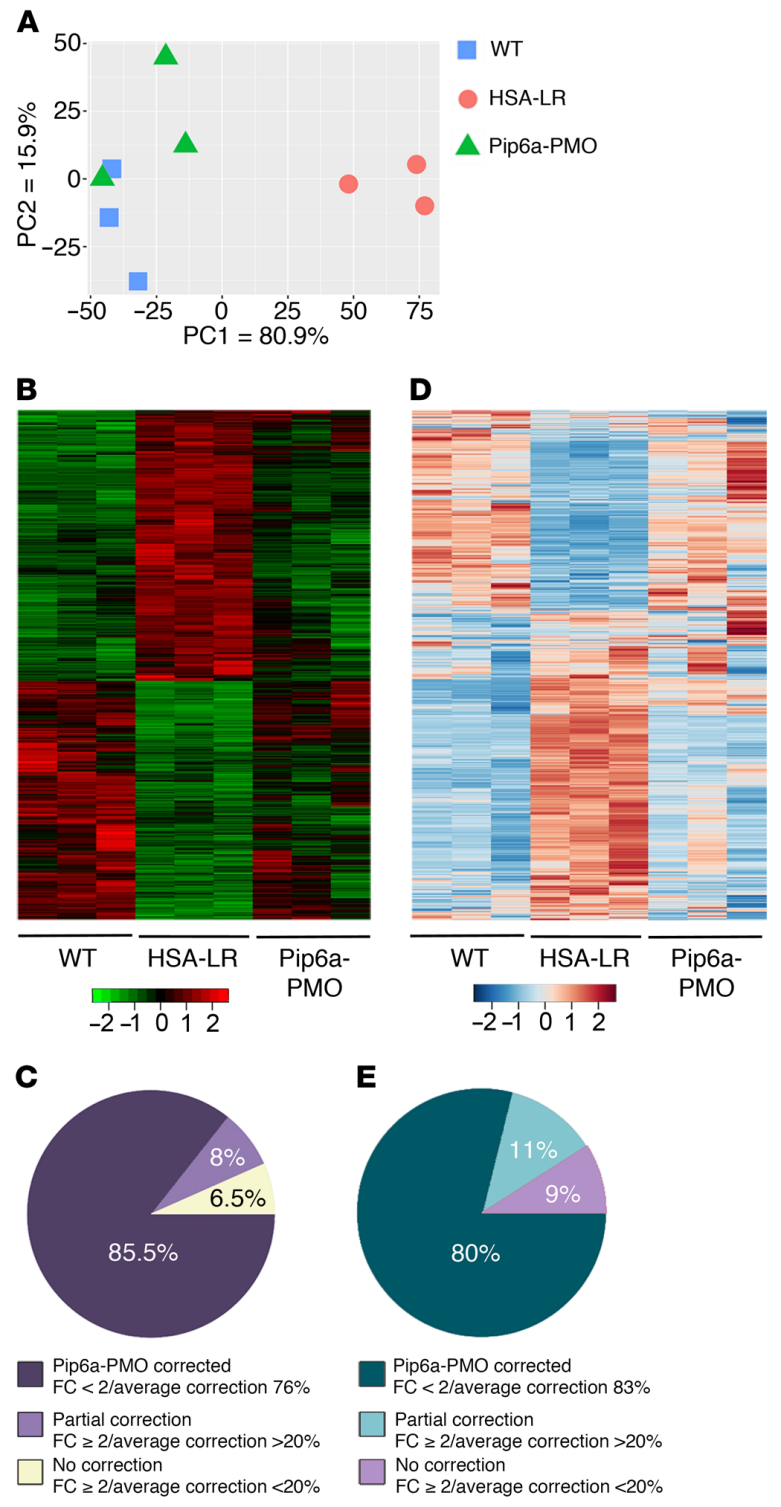
Treatment with Pip6a-PMO normalizes global transcriptome at both expression and splicing levels. Transcriptomic analysis by RNA sequencing was performed on total RNA isolated from gastrocnemius muscles of treated HSA-LR mice compared with HSA-LR and WT mice (*n* = 3). (**A** and **B**) Principal component analysis (**A**) and heatmap graphic (**B**) of all significantly expressed transcripts (adj. *P* < 0.1) reveal a global correction of the gene expression profile with Pip6a-PMO treatment. (**C**) Global correction of gene expression by Pip6a-PMO treatment (*n* = 376; FC ≥ 2, adj. *P* < 0.1): 85.5% of transcripts return to FC < 2 with an average correction index of 76%; 8% of transcripts remain at FC ≥ 2 but with correction index > 20%; 6.5% of transcripts are not corrected. (**D**) Heatmap graphic of all significant deregulated exon_bin (normalized counts) reveals a global correction of missplicing events with Pip6a-PMO treatment. (**E**) Overall correction of alternative splicing profiles by Pip6a-PMO treatment (*n* = 339 splicing events; FC ≥ 2, adj. *P* < 0.1): 80% of events return to FC < 2 with an average correction index of 83%; 11% remain at FC ≥ 2 but with correction index > 20%; 8% are not corrected.

**Figure 3:**
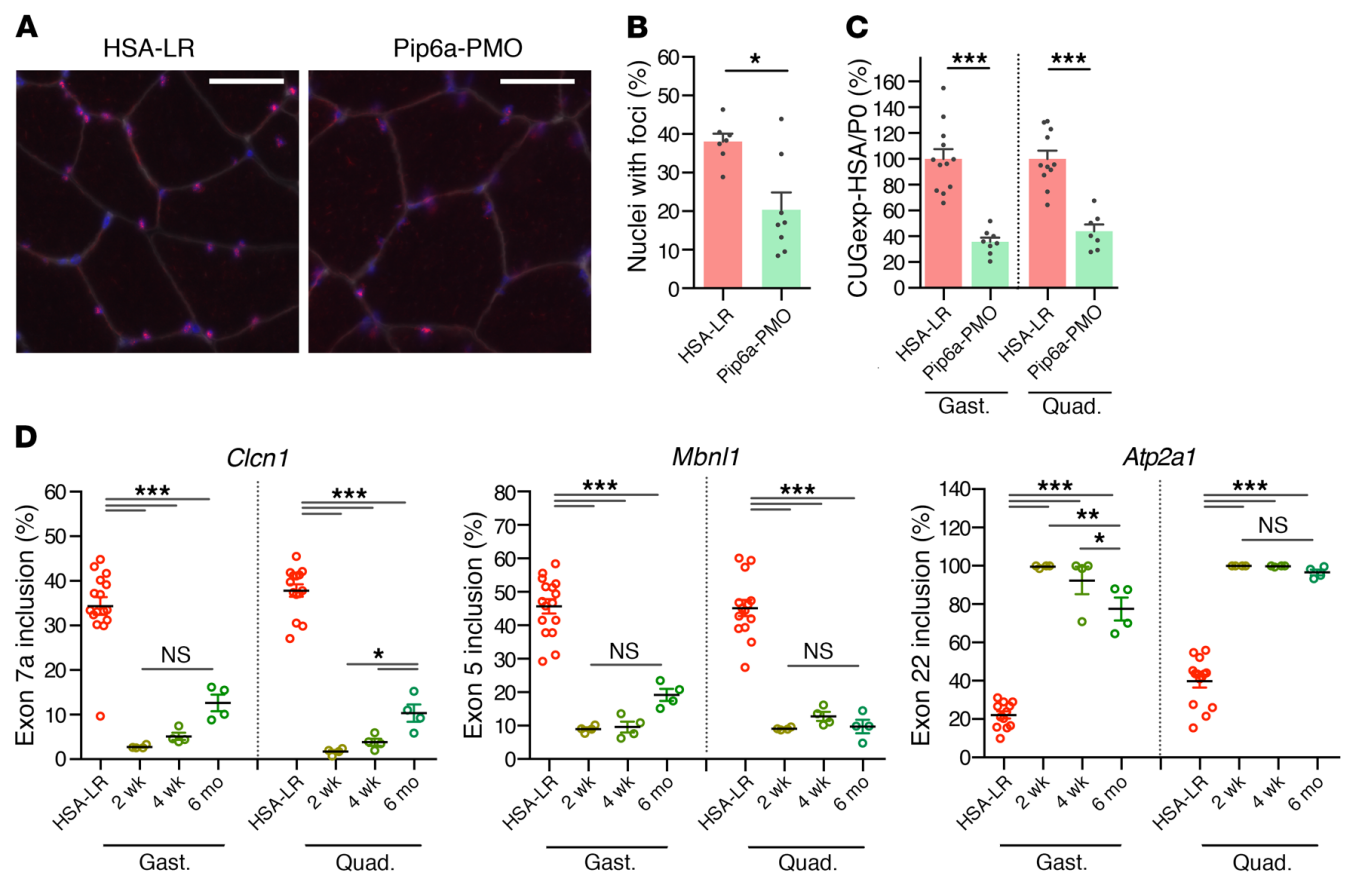
Treatment with Pip6a-PMO normalizes DM1-specific phenotype. HSA-LR mice were injected in the tail vein with three 12.5 mg/kg doses of Pip6a-PMO and analyzed 2 weeks after treatment. (**A**) Representative images of gastrocnemius muscle section stained for CUGexp foci (FISH, red), fiber membranes (WGA, gray), and nuclei (Hoechst, blue). Scale bars: 50 μm. (**B**) Quantification of the number of nuclei with foci in gastrocnemius muscle sections (HSA-LR *n* = 7; Pip6a-PMO *n* = 8). (**C**) Quantification of HSA transcripts levels normalized to murine Rlp0 (P0) by qRT-PCR (HSA-LR *n* = 12; Pip6a-PMO *n* = 8). (**D**) Quantification of splicing correction in gastrocnemius (gast.) and quadriceps (quad.) at 2 weeks, 4 weeks, and 6 months after treatment (HSA-LR *n* = 16; *n* = 4 for each time point of Pip6a-PMO). Data are expressed as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 by Mann-Whitney test (**B**) or 1-way ANOVA with Newman-Keuls post hoc test (**C** and **D**). NS, not significant.

**Figure 4:**
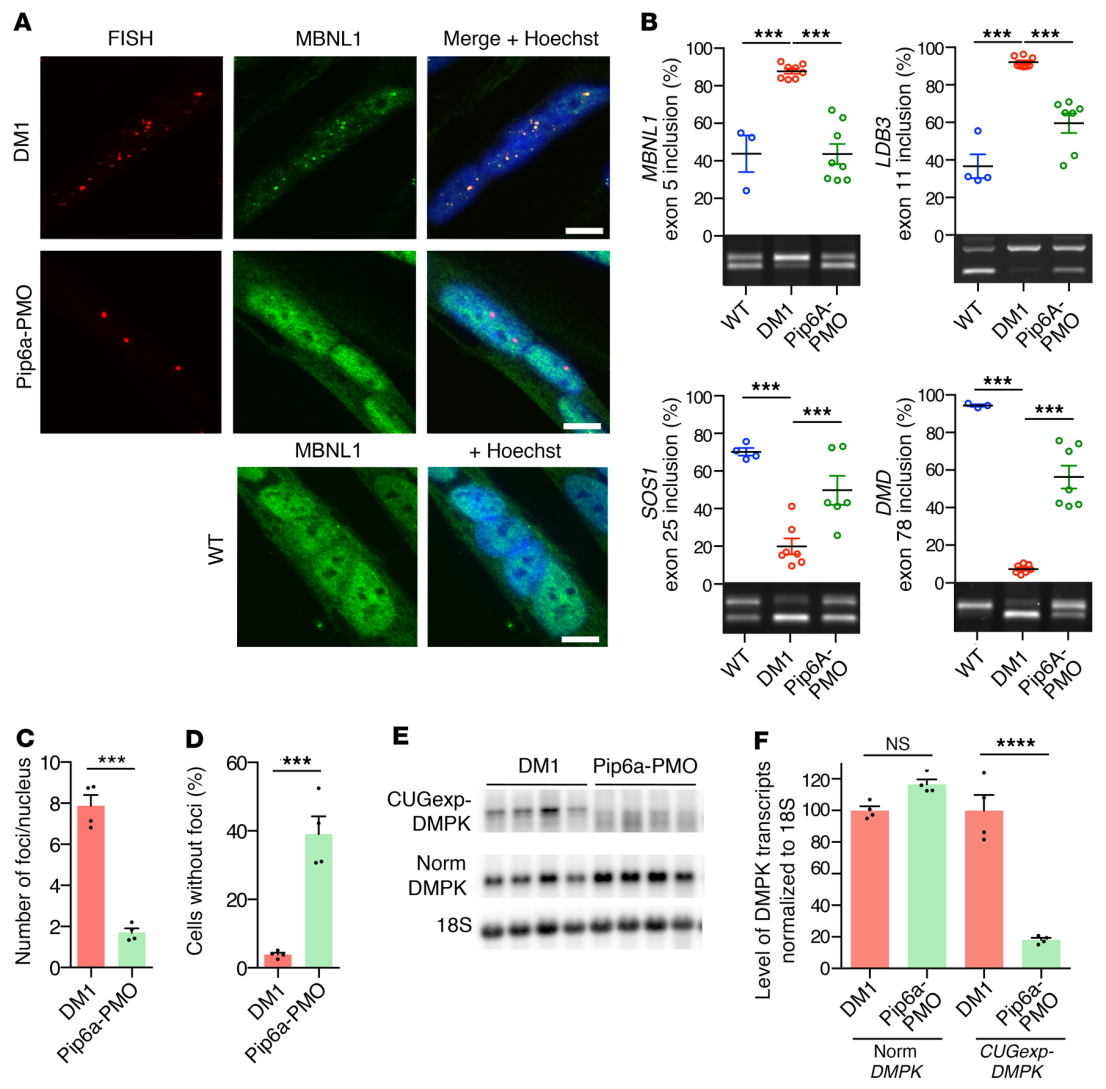
Pip6a-PMO corrects DM1-specific molecular symptoms in DM1 muscle cells. Four-day-differentiated immortalized DM1 myoblasts (2600 CTG repeats) were treated with 1 μM Pip6a-PMO and analyzed after 24 hours. (**A**) Combined FISH (Cy3-CAG, red) and immunofluorescence (MBNL1, green) on DM1 or WT differentiated myoblasts. Scale bars: 10 μm. (**B**) Quantification of splicing corrections by RT-PCR (WT *n* = 4; DM1 and Pip6a-PMO *n* = 7). (**C**) Quantification of mean number of foci per nucleus in treated DM1 differentiated myoblasts (*n* = 4; >500 nuclei per *n*). (**D**) Quantification of the number of nuclei without foci in treated DM1 differentiated myoblasts (*n* = 4; >500 nuclei per *n*). (**E** and **F**) Levels of mutant *DMPK* and normal *DMPK* transcripts analyzed by Northern blot using a *DMPK* probe (*n* = 4). Data are expressed as mean ± SEM. ***P < 0.001; ****P < 0.0001 by 1-way ANOVA with Newman-Keuls post hoc test (**B** and **F**) or Mann-Whitney test (**C** and **D**). NS, not significant.

How the deposited data were processed for this re-analysis (not part of the article)

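The data were RNA-seq counts from the gastrocnemius and quadriceps of 3 WT, 3 HSA-LR and 3 Pip6a-PMO treated HSA-LR mice, 18 libraries in all. Conditions and replicate numbers were taken from the sample labels. The pairing of muscles by mouse was inferred from the replicate numbers and from the paper, which speaks of the same treated mice. The authors deposited raw counts of read pairs per exon bin and library, in the format of DEXSeq's counting step, with no normalization and with no replicates pooled. The aligner and its version were not stated in the paper's text. Entries that name no gene (pairs that overlapped several genes, lay outside the bins or failed the counter's check of pair positions) made up 2.82% to 4.14% of a library and were left out of library sizes and tests. Of the 46725 genes in the files, 46520 had a symbol in GENCODE M21 on GRCm38, and 205 were tested by identifier. Near dense exon bins with a bin on the other strand at the same place (731 pairs), a median of 0.089% of the counts lay on the other strand, so overlapping antisense genes were separated by strand. A pair that overlaps several bins counts in each, so a gene's sum of bins is weighted toward genes with short bins, and the largest bin of each gene was tried in its place.

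Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total 15), normalized by TMM and tested with glmQLFit and glmQLFTest, with the 9 libraries of a muscle in 1 fit and Benjamini-Hochberg adjustment. A gene or bin was called at an adj. P under 0.1, and a 2-fold change was an absolute log2 FC of at least 1. Exon bins passed the same filter in genes with at least 2 such bins and were tested with diffSpliceDGE. PCA used log2 CPM with a prior count of 2. The correction index was 100 times 1 minus the ratio of the log2 FC of treated against WT mice to that of HSA-LR against WT mice, and an index of 20% parted partial correction from none, as in Figure 2. Differences between the muscles were tested as an interaction in 1 fit of the 18 libraries. Single values were compared by two-sided exact permutation tests, whose smallest P with 3 mice against 3 is 0.1. Gene sets were tested with camera and fry. CTG runs were searched in the transcripts of the annotation. With no genome sequence used here, runs in introns were not analysed, and pathways were not analysed either. The sex-linked gene Xist was not analysed here.

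The scripts were tested on simulated data, with counts drawn from the means and library sizes of the real genes and 200 genes or bins changed by known amounts. The gene test recovered 67.5% of the changed genes among 15625, and 8.78% of its calls were false. DESeq2 recovered 73.5%, with 33.8% of its calls false. For 51433 exon bins, diffSpliceDGE recovered 85%, with 11.5% of its calls in genes that held no changed bin. Limma voom with diffSplice recovered 87% with 11.4% in such genes, and the DEXSeq model fitted with DESeq2 76% with 3.37%. Calls on unchanged bins of changed genes were also false. They made up a further 10.1% of the calls of diffSpliceDGE, 1.99% of those of limma voom and 11.2% of those of the DEXSeq model. A simulated group with no change gave 0 calls in each of these tests except DESeq2 on genes, which gave 27.

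Genes named in the text were fixed by rule before the values were seen. They are every gene the paper names, the 5 genes and 5 bins with the smallest P among those changed at least 2-fold in each muscle with all HSA-LR mice on one side of all WT mice, the 3 genes with the smallest P among the 2-fold gastrocnemius genes with an index under 20%, the 3 genes with the smallest P in treated against WT mice in each muscle, the 2-fold genes with CTG runs, and Ddx3y as a check of the labelled sex. Some genes that meet the rule are not reported here. Other genes are named where a count was small or a library stood out, and these were chosen after their values were seen. Alternatives covered each mouse left out, the replicate number as a block, fits of the 2 groups compared, the largest bin of a gene, other minimum counts, upper-quartile normalization, DESeq2, limma voom, the DEXSeq model, other gene sets and prior counts for PCA, features chosen in the other muscle, a linear index and other CTG lists. Shrunken fold changes from DESeq2 and covariates, the 5' to 3' coverage of a library and its level of slow fiber, adipocyte, macrophage or erythroid genes, were added after the data were seen. Lists of marker genes for slow fibers, adipocytes, macrophages and erythroid cells were written from general knowledge to describe what the libraries contain.

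The labels number the replicates 1 to 3 in each group and muscle. Gastrocnemius and quadriceps with the same number were taken to come from the same mouse, which the labels do not state. Their deviations from the group means correlated across genes with a median r of 0.253 (0.0909 to 0.548 over 9 pairs). For different numbers of a group the median r was -0.107 (-0.416 to 0.255 over 18 pairs), so the ranges overlapped. The test of differences between muscles was also fitted with the mouse as a block. Library totals ran from 98916844 to 143135976 counts, and each group held 3 mice. Whether depth or the number of mice limited precision more was not tested.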

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

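The tests of sex labels, library depth and share of the largest genes, CTG runs, Tmem236 and Stam, the marker lists across libraries, and the splits of the libraries within a muscle were chosen only after the result was seen. The depth test replaced a plain comparison of library depth, and the slow fiber covariate was put in place of a comparison of the list between groups, after the earlier results had been seen. The covariates for the other marker lists were chosen after the lists had been compared between groups. Of 28 measures checked across the 9 libraries of a muscle for a single library far from the rest, 9 had one, where chance gives about 1 in 20 (1.4). Several of the 9 describe the same library, so they are not independent.

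WT mouse 3 stood apart in both muscles by its sex-linked genes. The summed CPM of Ddx3y, Kdm5d, Uty and Eif2s3y was 1.129 in its gastrocnemius and 1.446 in its quadriceps, and 132.9 to 188.9 in the 16 other libraries, all but WT mouse 2 labelled male. Summed CPM of the X-linked genes Ddx3x, Eif2s3x, Kdm5c and Kdm6a was highest in the same mouse, at 455.1 and 436.5. The label gives WT mouse 3 as male and WT mouse 2 as female, but WT mouse 2 had 152.8 CPM of the Y-linked genes in the gastrocnemius. Both muscles of both mice go this way. A failed library is argued against by the gastrocnemius library of WT mouse 3 itself, which held 143.1 M counts, the most of the 9. An exchange of the sex labels of WT mice 2 and 3 is consistent with these values and stays a hypothesis, since no second source for the sex was used here. The sex of this mouse was not the whole of the HSA-LR change, since without WT mouse 3 the gastrocnemius test called 2108 genes, 1749 of them among the 2427 called with it.

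Coverage along transcripts stood apart in the gastrocnemius of treated mouse 3. The median log2 ratio of counts in the 5' part to the 3' part of 3391 long genes was -1.145 there, against -0.65 ± 0.0463 in WT and -0.52 ± 0.0108 in HSA-LR gastrocnemius (SD, n = 3). In the gastrocnemius, WT and HSA-LR libraries did not overlap in this ratio, so a bin along a long gene could follow coverage and not splicing. Coverage as the whole cause of the changed bins is argued against. With the ratio as a covariate, 1467 bins were changed in HSA-LR gastrocnemius against 1414 without it (1150 shared), and 612 against 491 in the quadriceps (373 shared). Genes of at least 8000 bases held 79.3% of the 264 gastrocnemius calls lost with the covariate, against 62.0% of all calls and 27.3% of the bins tested. In the quadriceps they held 43.4% of the lost calls and 42.0% of all calls. Coverage as a cause of part of the gastrocnemius calls in long genes stays open. In the gastrocnemius, bins used more and bins used less both had a median position of 0.324 along the gene, counted from 0 at the 5' end, whereas a coverage difference would have parted them. In the quadriceps the medians were 0.375 and 0.425, parted in the direction coverage would give, and this difference was not tested, so coverage as a cause of part of the quadriceps calls stays open too. The bins of Clcn1 exon 7a, Mbnl1 exon 5 and Atp2a1 exon 22 stayed changed in HSA-LR gastrocnemius with the covariate, with a largest adj. P of 8.66e-18. The slope of the covariate in the gastrocnemius rests largely on treated mouse 3.

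A pair of technical sources of the low ratio in treated mouse 3 were tested over the other 8 gastrocnemius libraries, and the tests do not decide between them and a difference in RNA quality, which was not measured. With the total count, the ratio had a Pearson r of -0.576 (permutation P = 0.137, adjusted 0.274 over 2 relations) and a Spearman rho of -0.786 (permutation P = 0.0284, adjusted 0.0568), and r was -0.185 without the 2 libraries farthest from the median, so the relation rests on those. With the share of the 10 largest genes, r was -0.389 (permutation P = 0.321, adjusted 0.321), rho was -0.619 (permutation P = 0.114, adjusted 0.114), and r was -0.569 without 2 libraries. Treated mouse 3 had the lowest total of the 9 (109.5 M), so lower depth as the cause would need the ratio to rise with depth, and the relation went the other way. The quadriceps library of lowest depth, HSA-LR mouse 1 with 98.9 M, had a ratio of -0.62. These values speak against lower depth, but the relation rests on 2 libraries and depth varied with the group, so they do not exclude it. Its share of the 10 largest genes was the highest (34.7%), and here the relation went the way this cause would need but did not pass 0.05. With 8 libraries, lower depth and a few dominant genes cannot be told apart from other causes.

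Another split of the quadriceps libraries called more bins than the real one. WT mice 1 and 3 with HSA-LR mouse 1 against the rest gave 635 bins, 95.1% of them in genes of at least 8000 bases, and 8 bins with the coverage covariate. For this split, a difference in coverage along transcripts is a candidate explanation. Over the 10 splits of the 6 quadriceps libraries, 2 gave as many changed bins in HSA-LR against WT mice, 2 as many 2-fold bins and 2 as many bins in treated against WT mice, the real split included. The larger one in treated against WT mice joined WT mice 1 and 3 with treated mouse 3 and gave 280 bins. Every other split test within a muscle (genes changed in HSA-LR, 2-fold genes, genes changed in treated against WT and against HSA-LR mice in both muscles, all gastrocnemius bins, and quadriceps bins in treated against HSA-LR mice) had only the real split, 1 of 10. For the set of CTG genes in treated against WT mice, 3 of 10 splits in the gastrocnemius and 1 of 10 in the quadriceps gave a P of camera as small. For genes of both muscles and gastrocnemius bins the real counts at an adj. P under 0.1 lay above all others. In HSA-LR against WT gastrocnemius the real split gave 2427 genes and 1414 bins, and the 9 other splits 0 genes each (162 to 742 at an unadjusted P under 0.05) and 6 to 20 bins. Other splits gave at most 6 genes against 1566 in treated against HSA-LR gastrocnemius, and at most 241 against 3169 in HSA-LR against WT quadriceps. At an unadjusted P under 0.05, the real split of treated against WT gastrocnemius gave 1641 genes. WT mice 1 and 2 joined with treated mouse 3 gave more, 2037, and every remaining split gave fewer than the real one. An arbitrary grouping therefore stays open for genes in that comparison. With 3 mice against 3 the share of splits cannot go below 0.1. Elsewhere, only this floor keeps an arbitrary grouping open for the counts that the real split alone reached.

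Fiber type genes varied strongly between libraries. The median log2 CPM of 8 slow fiber genes was 11.27 in the gastrocnemius of treated mouse 1, where the next highest library had 9.724, and Myh7 was at 3087 CPM there. In the quadriceps, Myh7 was at 476.5 CPM in treated mouse 2, and Myh1, a fast fiber gene, at 14110 CPM in HSA-LR mouse 3, against 4070 to 8383 CPM in the other 8 libraries. In the gastrocnemius, Myh1 differed by group, with 13310 to 19160 CPM in HSA-LR mice, 2344 to 6633 in WT mice and 2426 to 4041 in treated mice. Its log2 FC there was 1.97 in HSA-LR against WT mice (adjusted P = 0.00908, edgeR) and -0.42 in treated against WT mice (adjusted P = 0.727), and 0.94 in HSA-LR against WT quadriceps (adjusted P = 0.105). Myh1 was singled out after its values were seen, and its reads could be shared with other myosin genes. The slow fiber genes moved together across the libraries of a muscle (mean pairwise r of 0.971 in the gastrocnemius and 0.954 in the quadriceps, P = 0.001 from 1000 permutations, the smallest they can give), which is consistent with a different share of slow fibers in the piece of muscle sampled. The muscle itself expresses all 8 listed genes above 10 CPM in every WT gastrocnemius library and 5 in every WT quadriceps library. Adipocyte genes also moved together, with a mean pairwise r of 0.557 and 0.887, which goes with fat around the piece of muscle, and 6 of the 8 listed genes passed 10 CPM in every WT library of either muscle. For macrophage genes (2 and 1 of 8 over 10 CPM) the mean r was 0.458 and 0.876, and for erythroid genes (4 and 2 of 6) 0.954 and 0.785, each with P = 0.001 from permutations. The slow fiber list differed between HSA-LR and WT gastrocnemius by -0.41 (SD over the 9 libraries 0.889, exact permutation test, two-sided, P = 0.4). In the quadriceps it differed by -2.03 (SD 2.10, exact permutation test, two-sided, P = 0.1, the smallest possible), with 2.21 to 4.39 in HSA-LR and 4.43 to 6.57 in WT mice. A different share of slow fibers was not the whole cause of the HSA-LR change in the gastrocnemius, since with the list as a covariate 2947 genes were changed, of which 2333 were shared with the 2427 called without it. The same holds for the quadriceps, with 2779 genes changed with the covariate, 2328 of them shared with the 3169. A change of fiber type by disease or treatment stays open. The group differences of Myh1 in the gastrocnemius and of the slow fiber list in the quadriceps go with one, and no test here told it from a difference in the piece of muscle.

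Of 8 comparisons of a marker list between HSA-LR and WT mice, 4 lists over 2 muscles, 4 had groups that did not overlap, where chance gives 10% (0.8). Beside the slow fiber list in the quadriceps these were adipocyte genes in the gastrocnemius (2.69 to 3.92 in HSA-LR and 4.08 to 4.61 in WT mice, log2 CPM), erythroid genes in the gastrocnemius (4.31 to 4.79 and 5.05 to 7.38) and macrophage genes in the quadriceps (3.02 to 3.48 and 2.32 to 2.87), each with P = 0.1 from an exact permutation test, two-sided, the smallest possible. Fat around the piece of muscle and red blood cells in it were not the whole cause of the HSA-LR change in the gastrocnemius, since 2263 genes were changed with the adipocyte list as a covariate and 1843 with the erythroid list, of which 1628 and 1468 were shared with the 2427, and 231 and 29 genes followed the lists. Part of the calls may still follow them. With the macrophage list as a covariate, 336 quadriceps genes were changed, 327 of them shared with the 3169. In that fit 0 genes followed the macrophage list. The list varied mostly with the group, so that count decides nothing, and macrophages in the quadriceps and other effects of the transgene cannot be told apart there. In the gastrocnemius the macrophage list did not differ (-0.09, exact permutation test, two-sided, P = 0.6), and 1616 genes were changed in HSA-LR mice in both muscles, 1615 of them in the same direction.

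The HSA-LR change differed between the muscles for 5 genes when the mouse was fitted as a block, and for 0 genes without the block (710 at an unadjusted P under 0.05). The 5 genes, Dusp14, Irx5, Ppp1r1a, Dkk3 and Serpinb1a, are named after their values were seen. The difference of the log2 FC, quadriceps minus gastrocnemius, was 1.10 for Dusp14, 6.96 for Irx5, -1.05 for Ppp1r1a, -1.53 for Dkk3 and 1.6 for Serpinb1a, with adj. P values of 0.0151 to 0.0458 from edgeR's quasi-likelihood test with the block. Serpinb1a has near copies that could share its reads. Of the 10 splits of the 6 mice, 2 gave as many genes, and WT mouse 1 with HSA-LR mice 1 and 2 gave 127, so an arbitrary grouping of mice cannot be told apart from the real one here. For the treatment effect the count was 0 (2257 at an unadjusted P under 0.05), and 10 of 10 splits reach a count of 0, so that comparison decides nothing. Muscle type, as a biological difference, stays open and untested beyond this.

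Some genes were changed by treatment away from both WT and HSA-LR mice, which the paper's text does not report. There were 21 in the gastrocnemius (6 higher, 15 lower) and 23 in the quadriceps (17 higher, 6 lower), and 4 of them, Rpn1, Txlnb, Stum and Tmem236, were in both with the same direction. In treated against WT mice, Txlnb had a log2 FC of 2.19 in the gastrocnemius and 2.12 in the quadriceps, and Tmem236 2.91 and 3.27. All 6 treated libraries were above all 12 others for Txlnb (1608 to 2119 CPM against at most 519.9). Txlnb carries a run of 9 CTG in its UTR (chromosome 10, 17796330 to 17796356), and the oligonucleotide is made of CAG repeats, so binding to such runs is a hypothesis. Reads shared with paralogs are argued against, since the log2 FC of Txlna and Txlng in treated mice lay between -0.31 and 0.26 against WT and HSA-LR mice of both muscles, none of them called. Coverage along transcripts is argued against as well, since with the covariate the larger adj. P of Txlnb in the 2 muscles was 0.00886. Over all genes changed in this way, the binding hypothesis is not decided. With runs of at least 7 CTG, Fisher's exact P was 0.0653 in the gastrocnemius and 0.0715 in the quadriceps (adjusted 0.114 over 8 tests), each from Txlnb alone. With runs of at least 5 CTG it was 0.231 and 0.0321 (adjusted 0.264 and 0.0856). For genes with bins changed in this way (13 bins in 12 genes and 11 bins in 10 genes), runs of at least 7 gave 0.000789 and 1 (adjusted 0.00316 and 1), and runs of at least 5 gave 0.000456 and 0.126 (adjusted 0.00316 and 0.168). The gastrocnemius values rest on Cab39 and Txlnb, with Stam added for runs of at least 5. They thus include Txlnb, the gene that prompted the hypothesis. In treated against HSA-LR mice, exon bins that hold a run of at least 7 had a mean relative change of -0.173 in the gastrocnemius and -0.221 in the quadriceps (log2 scale). The permuted mean over bins of their genes was -0.11 and 0.00427. A larger fall than in other bins was not detected in the gastrocnemius (permutation P = 0.482) but was in the quadriceps (permutation P = 0.0026, adjusted 0.0104 over 4 tests). With runs of at least 5 the permutation P was 0.915 and 0.0649 (adjusted 0.915 and 0.13). Binding to CUG runs and other causes of these changes cannot be told apart, because few genes carry runs and no test compared the muscles. No untreated group received the oligonucleotide without the transgene, so an effect of the oligonucleotide on its own was not tested.

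Tmem236 rose from 0.139 to 0.268 CPM in WT gastrocnemius to 1.27 to 1.73 CPM in treated gastrocnemius, and it lies near the end of Stam, whose bin 29 rose from 1.95% to 9.05% of the counts of Stam in the gastrocnemius and from 2.00% to 9.71% in the quadriceps, while the Stam gene was not called. Transcription reaching past the end of Stam could raise Tmem236. The correlation of Tmem236 with the share of bin 29 was 0.85 over the 6 treated libraries and 0.874 over the 6 WT libraries, but -0.149 over the 6 HSA-LR libraries. Those libraries come from 3 mice each and are not independent, so no P is given, and read-through and a change of Tmem236 itself cannot be told apart.

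Among the 756 2-fold gastrocnemius genes, 87 had a correction index under 20%. A strain or donor variant linked to the transgene would put such genes near each other, but 10 of the 87 lay within 1 Mb of another against 10.7 in 10000 permutations (permutation P = 0.612), which argues against a linked variant as the whole cause. This reading of the test was set after its P was seen. A low index was shared by the muscles, since 37.2% of the low genes were low in the quadriceps against 3.96% of the other genes (Fisher's exact P = 1.17e-17 across genes, which are not independent). This is consistent with an HSA-LR change kept in both muscles of the treated mice. Both muscles share the mice, so lasting effects of the transgene, differences between the litters of treated and WT mice and a slow return after treatment stay open, and none was tested.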

How the results depend on the processing

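Every alternative was chosen before the data were examined except shrunken fold changes from DESeq2, the coverage of a library as a covariate and its level of each marker list as a covariate, which were chosen after seeing the data. Of the counts, shares, indices and positions that answer a comparison, 208 of 260 values under the alternatives chosen beforehand (mice left out not counted) were the same, that is within 1.5 times for a count and within 1 SD between mice for other values. Of the others, 50 moved and 2 lost their call. Of 64 values under the alternatives chosen after seeing the data, 46 were the same, 17 moved and 1 reversed. Unless a reason is given below, the cause was not tested.

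DESeq2 called 529 genes in treated against WT gastrocnemius, among them every gene called by edgeR, and 748 in the quadriceps, 218 of them shared with the 219. In the quadriceps, 472 of the 748 (63.1%) were higher, against 172 of 219 (78.5%) with edgeR. DESeq2 also called 24 genes for a different HSA-LR change between muscles and 26 for a different treatment effect, against 0 and 0 with edgeR (710 and 1271 at an unadjusted P under 0.05). On simulated data 33.8% of the calls of DESeq2 were false. With shrunken fold changes, 364 and 584 genes were 2-fold changed in the gastrocnemius and quadriceps, 514 and 670 were changed in treated against WT mice (65.5% higher in the quadriceps), 83.2% and 81.8% of the 2-fold genes returned, and the quadriceps index was 68.9%. Shrinking lowers fold changes by construction, so fewer genes reach 2-fold. When only the 2 groups compared were fitted, 56 and 120 genes were changed in treated against WT mice (67.5% higher in the quadriceps), from fits with fewer libraries to estimate the spread.

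At least 1 count in any library gave shares of returning genes of 66.7% and 66.0% in the gastrocnemius and quadriceps. At least 10 counts in every library gave 78.4% and 79.7%, and a quadriceps index of 72.5%. That filter by construction removes genes near absent in any library. The largest bin of a gene gave 74.6% and 74.2%, called 1 gene for a different HSA-LR change between muscles, and reversed the HSA-LR log2 FC of Dmd (-0.011), Ldb3 (0.18) and Sos1 (-0.15) in the gastrocnemius, none of them called with the largest bin (adjusted P = 0.972, 0.509 and 0.44, edgeR). Genes chosen in the other muscle returned by 69.0% and 60.0%, and bins chosen in the quadriceps had an index of 88.5% in the gastrocnemius. The linear index was 76.5% for quadriceps genes. Upper-quartile normalization moved no count, share or index of genes.

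On PC1, all genes tested put the treated mice at 29.7% in the gastrocnemius and -21.3% in the quadriceps, and genes scaled to unit variance at 31.7% and 31.8%. In the quadriceps, the 500 genes of highest variance gave 664.6%, genes chosen in the other muscle 42.7% and a prior count of 0.5 gave 41.2%. The index of CTG genes in the gastrocnemius was 67.4% with runs of at least 5, and 21.4% for the 2-fold genes, of which there is 1. In the quadriceps it was 27.9% for the 2-fold genes, of which there are 2. Runs in the whole gene with introns were not run.

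For exon bins, limma voom called 1051 gastrocnemius bins in treated against HSA-LR mice, and in the quadriceps 1106 in HSA-LR mice, 95 in treated against WT mice and 812 in treated against HSA-LR mice, with 79.2% returning. The DEXSeq model called 2397 and 1360 bins in HSA-LR gastrocnemius and quadriceps and 1009 and 864 in treated against HSA-LR mice, and in the quadriceps 81.1% of the 2-fold bins returned with an index of 78.1%. It lost the call of Atp2a1 exon 22 in HSA-LR mice (-2.25 in the gastrocnemius, -2.24 in the quadriceps). There it gave this bin a dispersion of 0.977 and 0.982 and a standard error of 1.65, against 0.0222 and 0.0141 for the bin of Clcn1. At least 10 counts in every library left 705 2-fold gastrocnemius bins, since fewer bins were tested, and 85.2% of the quadriceps bins returned. At least 1 count gave 70.5%. A minimum in every library also removes bins near absent in 1 group, so the higher share does not show an effect of low counts.

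With the coverage covariate, 72.7% of the gastrocnemius genes returned. In the quadriceps it left 20 genes in treated against WT mice, 18 of them higher (90%) and all 20 shared, and 1135 in treated against HSA-LR mice, with 64.9% returning at an index of 71.1%. It left 24 quadriceps bins in treated against WT mice, 14 higher, with 71.3% returning and an index of 72.1%, and it reversed the change of Mbnl1 exon 5 in treated against WT mice to -0.10. The share of bins used more in HSA-LR mice moved from 1021 of 1414 to 867 of 1467 in the gastrocnemius and in the quadriceps to 245 of 612, where 205 of 491 had been used less without it. For treated against HSA-LR gastrocnemius the share used more moved from 196 of 533 to 248 of 454, which turned the majority direction as well. For treated against HSA-LR quadriceps it was 136 of 291 without and 183 of 382 with the covariate. With the slow fiber covariate, 2947 and 2779 genes were changed and 881 and 966 were 2-fold changed, within 1.5 times of the values without it. The macrophage list as a covariate left 336 quadriceps genes, 277 of them 2-fold changed, where the list differed between the groups. The adipocyte and erythroid lists, and the macrophage list in the gastrocnemius, moved neither count by over 1.5 times.

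Within a muscle the replicate numbers do not pair the mice. Deviations of mice with the same number correlated with a median r of -0.0765 (-0.273 to 0.129) in the gastrocnemius and 0.0821 (-0.208 to 0.259) in the quadriceps, against 0.0353 and -0.0583 for other pairs. The replicate number as a block gave 63 and 90 genes in treated against WT mice, 921 in treated against HSA-LR gastrocnemius and a gastrocnemius share of 70.8%. For quadriceps bins it gave 112 in treated against WT and 437 in treated against HSA-LR mice, with 76.6% returning. Across the muscles the numbers were taken to pair the libraries of 1 mouse. The mouse as a block gave 5 genes for a different HSA-LR change, none of them called without it. It changed no call for a different treatment effect.

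Each mouse left out in turn gave the following ranges over 9 fits, and every count that moved by over 1.5 times is given with its mouse. Genes changed in HSA-LR gastrocnemius ran from 1357 to 3538 (1490 without WT mouse 2, and 1370, 1357 and 1408 without HSA-LR mice 1, 2 and 3), and 2-fold genes from 583 to 886. In treated against WT gastrocnemius they ran from 47 to 195 (80 and 47 without WT mice 1 and 2, 88 and 79 without HSA-LR mice 1 and 2, 88 and 55 without treated mice 1 and 2). In treated against HSA-LR gastrocnemius they ran from 428 to 1877 (428, 492 and 795 without HSA-LR mice 1, 2 and 3, and 884 without treated mouse 2). The share returning ran from 65.5% to 70.8%, below the 71.6% of all mice, and the index of CTG genes from 41.0% to 118.8%, the latter without treated mouse 3, where Txlnb entered the genes (42.1% without it). Quadriceps genes ran from 2050 (without HSA-LR mouse 1) to 3373 in HSA-LR mice, from 50 to 306 in treated against WT mice (64 and 85 without WT mice 1 and 2, 116 and 89 without HSA-LR mice 1 and 2, 50 and 72 without treated mice 1 and 2) and from 691 to 2784 in treated against HSA-LR mice (691 and 873 without HSA-LR mice 1 and 2, 847 and 1027 without treated mice 1 and 2). Their share ran from 63.4% to 70.0%, below the 70.1% of all mice, their index from 71.4% to 78.3%, the position on PC1 from 36.5% to 41.4% and the index of CTG genes from 83.3% to 100.1%. The different HSA-LR change between muscles had 0 to 3 genes, 3 without WT mouse 3.

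Gastrocnemius bins with a mouse left out ran from 683 to 1920 in HSA-LR mice (857 and 833 without WT mice 1 and 3, 699 and 683 without HSA-LR mice 2 and 3), from 634 to 1321 at 2-fold (731 without WT mouse 3, 644 and 634 without HSA-LR mice 2 and 3) and from 270 to 716 in treated against HSA-LR mice (343, 270 and 315 without HSA-LR mice 1, 2 and 3, and 347 without treated mouse 1), with 64.0% to 82.0% returning and an index of 71.9% to 83.6%. Quadriceps bins ran from 26 to 226 in treated against WT mice (26 and 226 without WT mice 1 and 2, and 37 without treated mouse 1) and from 158 to 372 in treated against HSA-LR mice (182 without HSA-LR mouse 1, 158 and 182 without treated mice 1 and 2), with 64.4% to 77.0% returning. Some log2 FC near 0 changed sign. Mbnl1 in HSA-LR gastrocnemius ran from -0.11 to 0.0099 (above 0 without WT mouse 1 or HSA-LR mouse 1), Atp2a1 exon 22 in treated against WT gastrocnemius from -0.027 (without treated mouse 3) to 0.18, and a Bin1 bin in treated against WT quadriceps from -0.039 (without treated mouse 2, and also below 0 without WT mouse 3) to 0.25. Ddx3y ran from -0.11 to 0.95 in HSA-LR and from -0.11 to 0.95 in treated gastrocnemius, and from -0.17 to 1.03 in HSA-LR quadriceps, each lowest without WT mouse 3, whose gastrocnemius had 0.427 CPM of Ddx3y. Over all mice left out, 296 of 378 values that answer a comparison were the same, 81 moved and 1 reversed.

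Of the genes and bins named singly, 472 of 500 values under the alternatives chosen beforehand were the same, 17 lost their call, 8 gained one and 3 reversed. Under the alternatives chosen after seeing the data 116 of 130 were the same, 8 lost and 6 gained a call. With a mouse left out 616 of 666 were the same, 36 lost and 7 gained a call, and 7 reversed. Values of the paper's 12 genes that the text does not print (the quadriceps, and treated against WT mice) were set aside after they had been seen. They make 36 results, and of 252 values under alternatives chosen beforehand 18 reversed, of 72 under the others 10 reversed, and of 324 with a mouse left out 31 reversed.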

Differences from the paper's values

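The paper reports 376 transcripts changed at least 2-fold in HSA-LR gastrocnemius, against 756 genes here. None of the alternatives set before the data were examined closed the gap. Shrunken fold changes from DESeq2, chosen after seeing the values, gave 364.

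The paper's share of 2-fold genes corrected in part is 8%, against 17.5% here. With at least 10 counts in every library it was 11.9%, and this alternative set before the data were examined closed the gap, as did shrunken fold changes from DESeq2, chosen after seeing the values, with 8.79%. Under the other alternatives set before the data were examined the difference remained.

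For 2-fold genes not corrected, the paper's value is 6.5% and the value here is 11.0%. Among the alternatives set before the data were examined, 9.67% was found with at least 10 counts in every library and 9.16% with the largest bin of a gene. The fit without HSA-LR mouse 1 gave 8.46%. These came within 1.5 times of the paper's value but stayed above it, and the others did not come as near. Shrunken fold changes from DESeq2, chosen after seeing the values, gave 7.97%.

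The paper counts 339 splicing events changed at least 2-fold in HSA-LR gastrocnemius, against 1097 exon bins here, a unit that counts 1 event in several bins. None of the alternatives set before the data were examined closed the gap, and neither did the coverage covariate, chosen after seeing the values, with 1033 bins. The 1097 bins lay in 449 genes, a count within 1.5 times of 339, though a gene is not a splicing event either.

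Of the 2-fold events, the paper's share corrected in part is 11%, against 17.0% of the bins here. Alternatives set before the data were examined gave 14.1% with limma voom and diffSplice, 9.08% with at least 10 counts in every library and 14.3% with the DEXSeq model. The fit without treated mouse 2 gave 12.9%. These came within 1.5 times of the paper's value without equaling it, and the others did not come as near.

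Other values were not over 1.5 times apart or lay within the spread between mice, but a factor of 1.5 is a wide margin for a large share. Among them, the paper's average index of returning genes is 76%, with 76.1% here, and that of returning events is 83%, with 74.8% here and 83.6% without treated mouse 2. The paper's share of events returning is 80%, with 76.4% of the bins here, 79.4% with limma voom, 81.04% with the DEXSeq model, 87.2% with at least 10 counts in every library and 71.7% with at least 1 count. Its share of genes returning is 85% in the text and 85.5% in Fig. 2C, with 71.6% here. Single treated mice had 69.3% to 70.4%, so this difference from the paper lay beyond the spread between mice. Shrunken fold changes from DESeq2, chosen after seeing the values, gave 83.2%. The paper's heatmap holds 3176 transcripts with a significant change, and its text does not name the groups compared for that number. The 2427 genes changed in HSA-LR against WT gastrocnemius here were within 1.5 times of it. With the coverage covariate, chosen after seeing the values, the number here was 3177. In the PCA of the paper, PC1 holds about 81% and PC2 about 16% of the variance in Fig. 2A, read by eye, against 70.8% and 10.7% here. The 500 genes of highest variance, an alternative set before the data were examined, gave 45.1% on PC1 and 16.4% on PC2. Fig. 2A places the treated mice close to the WT mice on PC1, 1 of them beyond every WT mouse. On PC1 here, every treated mouse lay between the groups, at 34.9% to 42.4% of the distance from WT to HSA-LR mice. The position closest to the WT mice under any alternative in the gastrocnemius was 29.7%, with all genes tested.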

Other observations

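The relations below were chosen after the data had been seen, and no explanation is tested by them. Over the 9 libraries of a muscle, PC1 of all genes tested was compared with the median level of the slow fiber and adipocyte lists, 4 relations in all. The sign of PC1 is arbitrary. In the gastrocnemius, the adipocyte list had a Pearson r of -0.695 (permutation P = 0.0465, adjusted 0.186) and a Spearman rho of -0.783 (permutation P = 0.017, adjusted 0.068), and r was -0.582 without the 2 libraries farthest from the median of the list. The slow fiber list had an r of -0.065 (permutation P = 0.886, adjusted 0.886) and a rho of -0.05 (permutation P = 0.912, adjusted 0.912) there, and an r of 0.135 without 2 libraries. In the quadriceps, r was -0.592 (permutation P = 0.0981, adjusted 0.196) and rho -0.5 (permutation P = 0.18, adjusted 0.24) for the adipocyte list, with an r of -0.748 without 2 libraries, and r was 0.521 (permutation P = 0.153, adjusted 0.204) and rho 0.6 (permutation P = 0.0983, adjusted 0.197) for the slow fiber list, with an r of 0.368. None of the 4 passed 0.05 after adjustment. A group holds 3 libraries, too few for a value within groups.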
